# Phenotypic variation of transcriptomic cell types in mouse motor cortex

**DOI:** 10.1038/s41586-020-2907-3

**Published:** 2020-11-12

**Authors:** Federico Scala, Dmitry Kobak, Matteo Bernabucci, Yves Bernaerts, Cathryn René Cadwell, Jesus Ramon Castro, Leonard Hartmanis, Xiaolong Jiang, Sophie Laturnus, Elanine Miranda, Shalaka Mulherkar, Zheng Huan Tan, Zizhen Yao, Hongkui Zeng, Rickard Sandberg, Philipp Berens, Andreas S. Tolias

**Keywords:** Cellular neuroscience, Genetics of the nervous system

## Abstract

Cortical neurons exhibit extreme diversity in gene expression as well as in morphological and electrophysiological properties^1,2^. Most existing neural taxonomies are based on either transcriptomic^3,4^ or morpho-electric^5,6^ criteria, as it has been technically challenging to study both aspects of neuronal diversity in the same set of cells^7^. Here we used Patch-seq^8^ to combine patch-clamp recording, biocytin staining, and single-cell RNA sequencing of more than 1,300 neurons in adult mouse primary motor cortex, providing a morpho-electric annotation of almost all transcriptomically defined neural cell types. We found that, although broad families of transcriptomic types (those expressing *Vip*, *Pvalb*, *Sst* and so on) had distinct and essentially non-overlapping morpho-electric phenotypes, individual transcriptomic types within the same family were not well separated in the morpho-electric space. Instead, there was a continuum of variability in morphology and electrophysiology, with neighbouring transcriptomic cell types showing similar morpho-electric features, often without clear boundaries between them. Our results suggest that neuronal types in the neocortex do not always form discrete entities. Instead, neurons form a hierarchy that consists of distinct non-overlapping branches at the level of families, but can form continuous and correlated transcriptomic and morpho-electrical landscapes within families.

## Abstract (web summary)

Single-cell transcriptomic, morphological and electrophysiological characteristics are combined to classify more than 1,300 neurons from mouse motor cortex.

## Main

As animals can be grouped into species and assembled into a hierarchy of phylogenetic relationships to form the ‘tree of life’, neurons in the brain are thought to form discrete cell types, which in turn can be cast in a hierarchy of neuronal families and classes. The current view is that a neuronal cell type is characterized by a common genetic profile that gives rise to distinct physiological and anatomical properties, including patterns of connectivity^7,9^. A comprehensive multi-modal taxonomy of neurons would resemble a ‘parts list’ of the brain, helping us to decipher its bewildering complexity^10,11^.

For decades, neurons have been classified into types by their anatomical and physiological characteristics, and more recently by molecular markers^1,2,12,13^. High-throughput single-cell sequencing techniques have identified dozens of types of neuron on the basis of their transcriptional profiles^3,4,14,15^, but linking transcriptomically defined cell types (t-types) to their phenotypes has remained a major challenge^16^. However, to understand the roles of t-types in cortical computations, it is necessary to know their anatomy, connectivity, and electrophysiology^7^.

Our work is part of the BRAIN initiative cell census network (BICCN) effort to fully characterize the cellular taxonomy of neurons in mouse primary motor cortex (MOp). We used the Patch-seq technique^8,17–19^ to describe the morpho-electric phenotypes for most of the t-types in MOp^20^. Our analysis suggests that, in both excitatory and inhibitory classes of neurons, broad transcriptomic families (also known as ‘subclasses’^20^) have largely distinct phenotypes, but uncovers continuous morpho-electric variation within most of these families.

## Patch-seq of mouse primary motor cortex

We sampled neurons across all layers (L) of adult mouse MOp (median postnatal day (P) 75) using various Cre driver lines to cover as diverse a population of neurons as possible. Neurons in acute slices were patch-clamped and stimulated with brief current pulses to record their electrophysiological activity at room temperature and then filled with biocytin for subsequent morphological recovery and reconstruction, and their RNA was extracted and sequenced using the Smart-seq2 protocol^21^ (Extended Data Fig. 1). 

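In Patch-seq, the RNA of a neuron is aspirated through the recording pipette after its electrical properties have been measured. The RNA was amplified with Smart-seq2, a method without molecular identifiers, and sequenced as single-end reads of 75 bp. The authors aligned the reads to mm10 and counted exonic and intronic reads per gene. The deposited exonic counts at 25 °C were used here. They cover 42381 genes and 85 spike-in sequences. Of the 1329 columns, 1320 belong to a sample, and each sample is 1 cell. The other 9 columns have no sample and were not used. The 1320 cells were recorded with 1 to 20 cells per day (median 5), 531 of them before 2019 (the earlier period) and 789 in 2019 (the later period). The labels do not name the animal of a cell. Each group of cells was therefore treated as 1 sample, although the groups compared hold cells of more than 1 recording day. No test across days or animals was run. Where gene lists are ranked among random lists, the percentile ignores correlation between genes and differences between animals. Counts were summed over the cells of a group, without the spike-ins, and scaled by their total to CPM. Log2 fold changes are log2 of the ratio of 2 CPM values after adding 1 CPM to each. The 95% intervals are exact Poisson intervals for sums and exact binomial intervals for shares of cells. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The largest changes of a comparison are those among genes with at least 50 CPM in the higher group and a read on at least 0.5 of its recording days. Medians and quartiles over cells describe the spread between cells. Where no other basis is given, shares of cells with a read were taken after thinning each cell to 200000 exonic counts, which left 1208 cells. The t-types are the labels that the authors assigned from the same RNA, so levels of marker genes by t-type are not independent of the labels. Gene coordinates are 1-based, from GENCODE M21 on GRCm38, which is the mm10 assembly.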

In total, we performed whole-cell recordings from more than 2,000 cells, of which 1,329 cells (from 266 mice) passed initial quality control. The mRNA of these 1,329 cells was sequenced, yielding on average 1.3 million exonic and 0.7 million intronic reads (medians; mean ± s.d. on a log_10_ scale: 6.0 ± 0.6 and 5.6 ± 0.8, respectively) and 9,100 ± 3,500 (mean ± s.d.) detected genes per cell (Extended Data Fig. 2). Of these neurons, 646 had sufficient staining for their morphologies to be reconstructed.

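The exonic counts per cell ranged from 5 to 18172944, with a median of 1195999 (quartiles 614419 and 1932025). On a log10 scale, their mean was 5.96 (SD 0.598 over 1320 cells). A median of 6876 genes per cell had an exonic read, and the mean was 6745 (SD 2738). These are genes detected in exons alone, because the intronic counts at 25 °C were not used here. After thinning, the median was 5799.5 detected genes per cell. The cells of the earlier period had a median of 968908 exonic counts and 7355 genes, and those of the later period had medians of 1354922 counts and 6636 genes. ET neurons had the most detected genes of the 7 largest families, with a median of 9943, and Vip neurons the fewest, with 6119. The order of these 2 families was the same after thinning, at 8429.5 and 4927 genes.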

Using the gene expression profiles, we mapped all sequenced neurons to the transcriptomic cell types (t-types) that have been identified using dissociated cells in a parallel study within the BICCN consortium^20^. To assign cell types, we used a nearest centroid classifier with Pearson correlation of log-expression across the most variable genes as a distance metric (Extended Data Fig. 1). Bootstrapping over genes was used to assess mapping confidence. The mapping was done separately using each of the seven reference data sets obtained with different sequencing technologies, including single-cell and single-nucleus Smart-seq2 and 10x sequencing^20^. We found that Patch-seq expression profiles were most similar to the single-nucleus Smart-seq2 data (Extended Data Fig. 2g, h). At the same time, there was good agreement between t-type assignments based on Smart-seq2 and those based on 10x reference data (Extended Data Fig. 2i), so consensus t-type assignment over all seven reference data sets was used for all subsequent analysis. Cells that showed poor mapping (owing to a low read count or excessive RNA contamination) were excluded (Extended Data Fig. 2), leaving 1,227 neurons for further analysis (817 inhibitory, 410 excitatory; 369 and 269 with morphological reconstructions, respectively).

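Of the 1320 cells in the files, 1228 carry a t-type in their labels, 815 of them inhibitory and 413 excitatory, and 92 carry none. The cells without a t-type had a median of 236502 exonic counts, against 1267853 for the cells with one. Of the cells without a t-type, 31.5% had fewer than 100000 exonic counts, against 3.09% of the others. Their median number of detected genes was 1772, against 7072. On 76 of the 78 days with both kinds of cells, those without a t-type had fewer detected genes on average, and on 72 days they had fewer exonic counts. The summed markers of microglia, written down as a list of 8 genes before the data were examined, reached 8691 CPM in cells without a t-type and 779 CPM in cells with one, a log2 fold change of 3.48. By the methods, cells that would have been assigned to a non-neural type were among those left without one, which by itself raises such markers. The 8 astrocyte markers changed by 2.76 on the log2 scale (3726 against 550.4 CPM) and the 7 oligodendrocyte markers by 2.71 (5079 against 777 CPM). The 5 markers of oligodendrocyte precursors changed by 3.14 in sum (159.1 against 17.2 CPM), by 4.54 in the earlier and 1.54 in the later period. This rests on Olig1 (3.53), which had a read in 11 of the 92 cells (without thinning), since Pdgfra and C1ql1 had no read in these cells and Cspg4 and Olig2 were below 1 CPM. The sum of the 7 markers of endothelial and mural cells changed by 1.04 (17.6 against 8.01 CPM), and by -0.14 among the thinned cells of the later period. It rests on Pecam1 (2.17), as each of the other 6 was lower. Genes encoded by the mitochondrial genome rose by 2.27 on the log2 scale. Markers of GABAergic neurons had a log2 fold change of -1.59 and markers of glutamatergic neurons of -0.78. The order of these lists differed between periods, with -0.93 and -1.33 in the earlier and -1.92 and -0.47 in the later period. In thinned cells, of which 51 had no t-type, the log2 fold change was 3.08 for microglia, 2.43 for astrocytes and 2.38 for oligodendrocytes.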

The resulting data set covered 77 out of the 90 neuronal t-types (Fig. 1a), with 73 t-types having at least one morphologically reconstructed neuron. 

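The labels of the typed cells give 78 t-types, 51 inhibitory and 27 excitatory. The median t-type held 8.5 cells. Only 1 cell was assigned to each of 7 t-types, 53 t-types held at least 5 cells and 34 held at least 10. By family, there were 286 Pvalb neurons of 9 t-types and 272 Sst neurons of 18 t-types. The Vip family held 12.4% of the typed cells, of 12 t-types, and the Lamp5 family 92 neurons of 8 t-types. Excitatory cells were 253 IT neurons, 83 CT neurons, 48 ET neurons, 24 L6b neurons and 5 NP neurons. The Sncg family held 13 neurons. The labels name the ET family PT.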

The coverage was good for interneurons derived from the caudal and medial ganglionic eminences (CGE and MGE) and for excitatory neurons. Within-type distributions of soma depths (Fig. 1b) agreed well with previous data^4^ and with the layer-specific nomenclature of excitatory t-types, confirming the validity of our t-type assignment. Positioning all cells on reference maps made with *t*-distributed stochastic neighbour embedding (t-SNE)^22,23^ also showed good overall coverage (Fig. 1c–e) with only few uncovered regions.

**Fig. 1:**
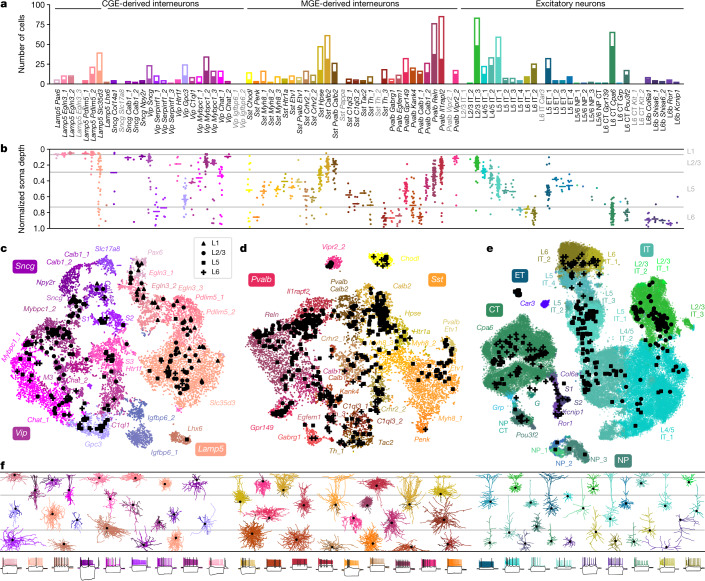
Transcriptomic coverage. **a**, Number of Patch-seq cells assigned to each of the neural transcriptomic types (t-types)^20^. Colours and the order of types are taken from the original publication^20^. The filled part of each bar shows the number of morphologically reconstructed neurons. Grey labels, t-types with no cells. Total number of neurons, 1,227. **b**, Normalized soma depths of all neurons of each t-type. For t-types with at least three cells, horizontal lines show medians. Soma depths were normalized by the cortical thickness in each slice (0, pia; 1, white matter). Grey horizontal lines, approximate layer boundaries identified by Nissl staining (L1, 0.07; L2/3, 0.29; L5, 0.73). Total number of neurons, 1,187 (for some cells soma depth could not be measured owing to failed staining). **c**, t-SNE representation of CGE-derived interneurons from the single-cell 10x v2 reference data set (*n* = 15,511; perplexity, 30). t-Type names are shortened by omitting the first word; some are abbreviated. Patch-seq cells from the *Vip*, *Sncg*, and *Lamp5* subclasses were positioned on this t-SNE atlas^23^ (black symbols). **d**, As in **c** but for MGE-derived interneurons (*n* = 12,083; perplexity, 30). **e**, As in **c** but for excitatory neurons (*n* = 93,829; perplexity, 100). **f**, Example morphologies coloured by t-type. For interneurons, dendrites are shown in darker colours. For excitatory neurons, only dendrites are shown. Black dots mark soma locations. Three voltage traces are shown below for some exemplary cells: the hyperpolarization trace obtained with the smallest current stimulation, the first depolarization trace that elicited at least one action potential, and the depolarization trace showing maximal firing rate. Stimulation length, 600 ms.

The observed phenotypes included most of the morphological and electrophysiological types of cortical neurons that have been described previously in mice and rats^5,6,24^, allowing us to link transcriptomic and morpho-electric descriptions (Extended Data Fig. 3, Supplementary File 1).

A detailed description of all t-types is provided in Extended Data Tables 1, 2. One interesting case was the transcriptomically isolated *Lamp5 Lhx6* type, which consists of deep L5/L6 neurogliaform cells (NGCs). This type, unlike all other *Lamp5* types, is putatively MGE-derived^4^, so its identity was an open question^16^. Our results suggest that although all deep NGCs belong to the *Lamp5* subclass, some are derived from the CGE and some from the MGE, as in the hippocampus^25–27^. 

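Only 2 cells carry the label Lamp5 Lhx6, recorded on 2 days, with 1432546 and 229758 exonic counts and 6723 and 2099 detected genes. Lhx6, a transcription factor of the MGE lineage, lies on chromosome 2 from 36081953 to 36105408. It had 585 reads (408 CPM, 95% interval 376 to 443) in the first cell and 8 reads (34.8 CPM, 15.0 to 68.6) in the second. Of the 90 other Lamp5 cells, 6 had a read of Lhx6 (6.67%, without thinning), and their highest level was 5.54 CPM. The MGE genes Nkx2-1, Sox6 and Satb1 had no read in either cell, which allows up to 2.58 CPM in the first cell and 16.1 CPM in the second (upper 95% bound). The CGE genes Prox1, Sp8 and Nr2f2 also had no read in either cell. Of the other Lamp5 cells, 62.2% had a read of Prox1, 51.1% of Nr2f2 and 34.4% of Sp8, also without thinning. Adarb2, a marker of the CGE lineage, lies on chromosome 13 from 8202866 to 8768747. It had 554 reads (387 CPM) in the first cell and 1 read (4.35 CPM) in the second, and its median over the other Lamp5 cells was 864 CPM. The correlation distance of the first cell to the mean profile of the nearest other Lamp5 t-type was 0.258 and that of the second 0.438. For the other Lamp5 cells, whose own t-type counts among these profiles, the median was 0.223 (quartiles 0.186 and 0.277). Lamp5 itself reached 886 and 1188 CPM.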

Another finding was that the *Sst Pvalb Calb2* type, which is transcriptomically in between the *Sst* and *Pvalb* subclasses, was also in between these subclasses in terms of its morpho-electric phenotype^28^. Furthermore, we confirmed that chandelier cells from both superficial and deep layers belonged to transcriptomically isolated *Pvalb Vipr2* types. 

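Sst Pvalb Calb2 was represented by 26 cells from 18 days. The sums compared rest on 52636087 exonic counts in these cells, 378631340 in the other Sst t-types (79 days; the 272 Sst cells without these 26 and the 8 cells of Sst Pvalb Etv1) and 469646703 in the Pvalb cells. Pvalb lies on chromosome 15 from 78191114 to 78206400. Its level was 93.8 CPM in Sst Pvalb Calb2, 5.65 CPM in other Sst cells and 373 CPM in Pvalb cells. The log2 fold change against other Sst cells was 3.83 (95% interval 3.74 to 3.93), 3.87 and 3.90 within the earlier and the later period, and 2.48 for means over days. On the 14 days with both groups, Pvalb was higher in Sst Pvalb Calb2 on 8 and lower on 5. A read of Pvalb was present in 56.5% of the thinned cells, against 15.9% of other Sst cells. Against Pvalb cells, the log2 fold change of Pvalb was -1.98, lower on 11 of 11 shared days. Sst lies on chromosome 16 from 23889573 to 23890958. Its level was 615 CPM in Sst Pvalb Calb2, 2418 CPM in other Sst cells and 8.56 CPM in Pvalb cells. These are log2 fold changes of -1.97 against other Sst cells, lower on 13 of 14 days, and of 6.01 (5.95 to 6.07) against Pvalb cells, higher on 11 of 11 days. The latter was 8.71 in the earlier and 5.31 in the later period. Calb2, on chromosome 8 from 110137502 to 110168210, had a log2 fold change of 1.50 against other Sst cells, with -2.71 in the earlier period, 3.11 in the later period and -0.37 for means over days. The largest increase against other Sst cells was that of Necab1 (4.58). The deepest of the 26 cells alone held 14227326 of the summed counts, so the sums give it much weight. Markers of oligodendrocyte precursors were also higher in these sums, but not in thinned cells. Npas1 had no read in Sst Pvalb Calb2 and 61074 reads in other Sst cells. With a floor of 3 counts over the group, this is 2830-fold lower. The floor covers the counting of reads only and does not bound the level of the type. Against Pvalb cells the largest increase was that of Rxfp3 (6.36). Each cell was placed on an axis between both families. Its score is the mean z score of the 100 genes highest in Pvalb cells minus that of the 100 genes highest in Sst cells, which were chosen without Sst Pvalb Calb2. The distance between both families on the axis follows from this choice. The median score was -1.08 in other Sst cells, -0.433 in Sst Pvalb Calb2 and 0.972 in Pvalb cells. The type lay 31.6% (24.2 to 38.1, from the order-statistic bounds of its median) of the way from Sst to Pvalb. With each of the 13 other Sst t-types of at least 5 cells left out in turn, a baseline chosen after the data were examined, their positions had a median of 4.30%. The highest, at 26.6% for Sst Th_3, lay below Sst Pvalb Calb2 but within its bounds. All 26 of its cells fell between the medians of both families, as did the 8 cells of Sst Pvalb Etv1 (median -0.772), which were also left out when the genes were chosen. Among the 26 Sst Pvalb Calb2 cells, 22 were within the range of other Sst cells and 4 within the range of Pvalb cells. The correlation distance of mean profiles was 0.0614 to the nearest Sst t-type (Sst Calb2; median 0.114 over 14 t-types) and 0.0801 to the nearest Pvalb t-type (Pvalb Il1rapl2; median 0.115 over 9). These 2 neighbours hold the most cells of their families (61 and 88), and averaging fewer cells gave larger distances. With 5 cells drawn per t-type, a setting chosen after the data were examined, the nearest Sst t-type was Sst Pvalb Etv1, at 0.135.

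**Figure D1:**
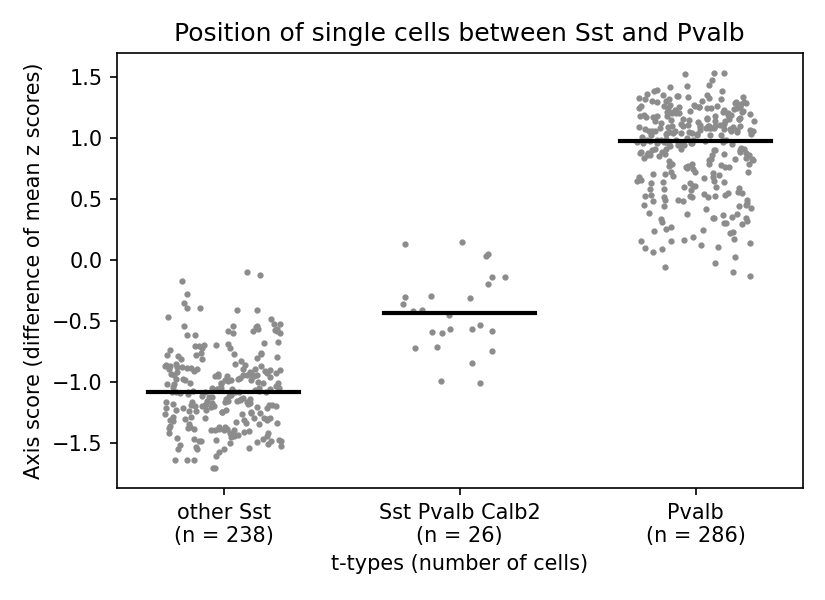
Axis score of single cells (difference of mean z scores, without unit) for cells of other Sst t-types, 26 cells of Sst Pvalb Calb2 and 286 Pvalb cells. Each point is 1 cell and each line a median; the medians are -1.08, -0.433 and 0.972.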

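Chandelier cells are labelled Pvalb Vipr2_2, with 17 cells from 7 days, all of the later period. They had 416286 to 2574889 exonic counts each and were compared with 269 other Pvalb cells, of 11411 to 13543846 counts. Only 2 days held both groups. Vipr2 lies on chromosome 12 from 116077726 to 116146261. Its level was 35.1 CPM in the chandelier type and 0.405 CPM in the other cells, a log2 fold change of 4.69 (95% interval 4.52 to 4.84) of 4.35 against the cells of the same period alone, and of 3.29 for means over days. After thinning, 47.1% of the chandelier cells and 0.781% of the others had a read of Vipr2. The largest increase was that of Kit, on chromosome 5 from 75574916 to 75656722, with 205.6 against 0.208 CPM (log2 fold change 7.42). Ndst3 had no read in the chandelier type and was 1192-fold lower with a floor of 3 counts over the group, which covers counting only. Pvalb changed by -0.39 on the log2 scale, but by 1.89 on the 2 days with both groups. The median log2 fold change of the 8 microglia markers was 2.03, with all 8 higher in the chandelier type. The correlation distance from the mean profile of the type to its nearest Pvalb t-type was 0.0783. Over the 8 other Pvalb t-types, the median of this distance was 0.0336 and the maximum 0.0715. The variable genes behind these distances include the microglia markers C1qb, Csf1r, Ctss and P2ry12. Whether microglia RNA adds to the distance of the chandelier type was not tested. Its rank is therefore not read as isolation of the type by its own RNA. The chandelier type had the largest distance of the 9 Pvalb t-types. It also ranked first with 500 variable genes, where it was at 0.0666 and the next at 0.0658, and with 5 cells drawn per t-type (0.165 against 0.152), a setting chosen after the data were examined. The depth of the cells in cortex is not in the files.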

We also showed that three previously described morphological types of L5 *Pvalb* cells^5^, as well as two morphological types of L5 Martinotti cells^29,30^, corresponded to different t-types. 

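L4/5 IT_1 was represented by 22 cells from 14 days and was compared with 61 cells of L5 IT_1 from 37 days. Only 4 days held both. The groups also differed in period, since 18 cells of L4/5 IT_1 but 9 of L5 IT_1 belong to the later period. Rorb, a marker of layer 4, lies on chromosome 19 from 18930605 to 19111196. Its level was 392 CPM in L4/5 IT_1 and 48.4 CPM in L5 IT_1, a log2 fold change of 2.99 (95% interval 2.93 to 3.05), of 2.80 within the later period and of 1.46 on the 4 days with both groups. It was higher on 3 of these days and lower on 1. Rspo1, on chromosome 4 from 124986430 to 125009099, changed by 3.50 on the log2 scale and had a read in 19.0% of the thinned cells, against 1.69%. Fezf2, on chromosome 14 from 12342094 to 12348189, had a log2 fold change of -6.60, with 0.168 against 111.9 CPM. Etv1, on chromosome 12 from 38779380 to 38870484, had one of -2.66. The largest increase was that of Cbln4 (6.13). Sstr2 had no read in L4/5 IT_1 and was 1314-fold lower with a floor of 3 counts over the group, which covers counting only. Of the upper-layer markers listed before the data were examined, all 5 that were measured were higher, with a median log2 fold change of 3.30, above 100% of 10000 random lists matched on expression. Cux1 (3.58) and Cux2 (3.21) were among them. The median of 3 layer 4 markers was 2.99. The list of L5 ET markers had a median of -3.70 over 4 genes, but of 0 within the later period.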

We were also able to identify a t-type, L4/5 IT_1, that was located on the boundary between L2/3 and L5 and probably corresponds to the quasi-L4 neurons described previously in motor cortex^31^.

## Distinct phenotypes of major families

We next asked to what extent the morpho-electric phenotype could be predicted by gene expression across the entire data set. To obtain quantitative characterizations of the morpho-electric phenotypes, we extracted 29 electrophysiological (Extended Data Fig. 4, Supplementary File 2) and about 50 morphological features for each cell. We first focused on 17 electrophysiological features and used sparse reduced-rank regression^32^, a technique that predicts the firing properties on the basis of a low-dimensional latent space representation computed from a sparse selection of genes. We used cross-validation to tune the regularization strength (Extended Data Fig. 5). The selected model used 25 genes with a 5-dimensional latent space and achieved a cross-validated *R*^2^ of 0.38. To visualize the structure of the latent space, we projected gene expression and electrophysiological properties onto the latent dimensions (Fig. 2). The cross-validated correlations between the first three pairs of projections were 0.90, 0.74, and 0.67, respectively.

**Fig. 2:**
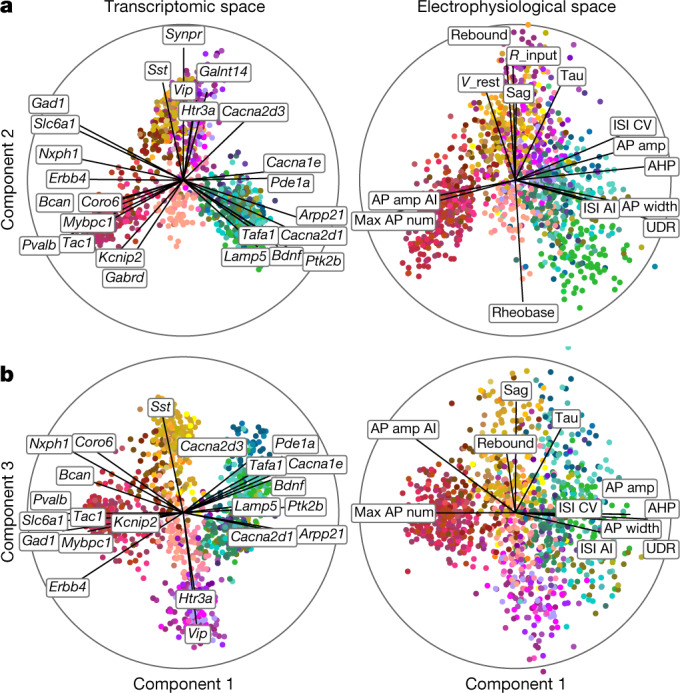
Sparse reduced-rank regression. **a**, **b**, A sparse reduced-rank regression (RRR) model^32^ to predict combined electrophysiological features from gene expression. Transcriptomic data are linearly projected to a low-dimensional space that allows reconstruction of electrophysiological data; components 1 and 2 (**a**) and 1 and 3 (**b**) of rank-5 model are shown. *n* = 1,219. Colour corresponds to t-type. The model selected 25 genes (left). Each panel is a biplot, showing correlations of original features with both components; the circle corresponds to correlation 1. Only features with average correlation above 0.4 are shown. Labels were automatically positioned to reduce overlap. AI, adaptation index; AP, action potential; CV, coefficient of variation; ISI, interspike interval; *R*_input, input resistance; *V*_rest, resting potential; UDR, upstroke-to-downstroke ratio.

These first three components clearly separated five major groups of neurons: the *Pvalb*, *Sst*, *Vip*, and *Lamp5* interneuron subclasses, and the excitatory neuron class (Fig. 2). These groups had distinct electrophysiological properties: for example, as expected, *Pvalb* neurons were characterized by high firing rates while *Sst* neurons had high values of the hyperpolarization sag and rebound (Fig. 2, right). 

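Levels were compared between the 7 families with enough cells. Gad1 lies on chromosome 2 from 70553072 to 70602014. It was highest in Lamp5 cells at 4377 CPM, and reached 2448 CPM in Pvalb, 2122 CPM in Vip and 1375 CPM in Sst cells, against 12.8 CPM in IT, 14.6 CPM in ET and 11.4 CPM in CT cells. The log2 fold change of the mean over the 4 inhibitory families against the mean over the excitatory ones was 7.53. Sst was at 2189 CPM in its own family, where all 18 t-types are counted, and the next family, Pvalb, was at 8.56 CPM. Vip, on chromosome 10 from 5639218 to 5647617, was at 10042 CPM in Vip cells and 7.95 CPM in Lamp5 cells, the next family. Pvalb had 373 CPM in Pvalb cells and 16.6 CPM in Sst cells. Tac1, on chromosome 6 from 7554879 to 7565834, was at 596 CPM in Pvalb cells and 32.9 CPM in Sst cells. Htr3a, on chromosome 9 from 48899213 to 48911099, was at 815 CPM in Vip cells and 46.6 CPM in Lamp5 cells. Of the 25 genes that the paper names or labels in Fig. 2, 24 were among the 1000 most variable genes, selected from 18129 genes by the rule in the paper's methods, and Tafa1 was not.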

Some of the genes selected by the model were prominent marker genes, such as the pan-inhibitory markers *Gad1* and *Slc6a1* (related to GABA (γ-aminobutyric acid) processing), or the more specific inhibitory markers *Sst*, *Vip*, *Pvalb*, *Tac1*, and *Htr3a*. Notably, some other selected genes were more directly related to electrophysiological properties, such as the calcium channel subunit genes *Cacna1e* and *Cacna2d3* or the potassium channel-interacting protein gene *Kcnip2*, which can modulate firing properties in individual families. 

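Cacna1e, on chromosome 1 from 154390731 to 154884501, was highest in ET cells at 351 CPM. It was at 281 CPM in CT, 275 CPM in IT, 197.6 CPM in Sst, 121.6 CPM in Lamp5 and 111.6 CPM in Vip cells, and at 2.73 CPM in Pvalb cells (95% interval 2.58 to 2.89). Among thinned cells, 8.42% of Pvalb and 68.4% of Sst cells had a read of it. Cacna2d3, on chromosome 14 from 28904943 to 29721864, was highest in Sst cells at 207.9 CPM, followed by Vip cells at 171.5 CPM and ET cells at 165.6 CPM. It was at 12.0 CPM in Pvalb and 1.67 CPM in CT cells. The order at the top was not stable, since ET cells led in the later period with 353 CPM against 170.2 CPM in Sst cells, and also for means over days. Kcnip2, on chromosome 19 from 45791839 to 45816061, was highest in Pvalb cells at 291 CPM. It was at 103.8 CPM in CT cells and 1.95 CPM in ET cells. A read of Kcnip2 was present in 83.5% of the thinned Pvalb cells and 24.1% of the thinned Sst cells.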

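Ion channel genes were compared between the Pvalb cells and the Sst cells without the 2 t-types named Sst Pvalb, as lists written before the data were examined. Each list is described by the median log2 fold change of its measured genes, Pvalb over Sst, and by its percentile among random lists matched on expression. The 9 genes of voltage-gated sodium channels had a median of 0.96, with 5 higher, above 100% of the random lists. The 17 calcium channel genes had a median of -0.51, with 4 higher, at the percentile 0.01. The median of 25 voltage-gated potassium channel genes was -0.12 (percentile 8.86) and that of 3 HCN channel genes 1.05 (percentile 98.5). The largest decrease among channel genes named here was that of Cacna1e, at -5.70 (95% interval -5.77 to -5.63), lower in Pvalb cells on 29 of 33 shared days. Kcnf1, a subunit of potassium channels, had a log2 fold change of -5.68. Scn3b, a subunit of sodium channels, had one of -4.08, opposite in sign to the median of its list, whose 9 genes changed in both directions. Kcng4 had a log2 fold change of 4.72. For comparison, Mybpc1, which Fig. 2 of the paper labels, had the largest increase in this comparison (6.65) and Pdyn the largest decrease (-9.45).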

A reduced-rank regression model restricted to using only ion channel genes (Extended Data Fig. 5) did not perform much worse than the full model (cross-validated *R*^2^ = 0.33 and correlations 0.86, 0.71, and 0.56, respectively, with regularization set to select 25 genes). Reduced-rank regression analysis using morphological features supported the separation of major families (Extended Data Fig. 5).

Similarly, a 2D t-SNE embedding of Patch-seq cells based on the same electrophysiological features showed that the major transcriptomic families have distinct electrophysiological properties (Fig. 3a): the *Pvalb*, *Lamp5*, *Sst*, *Vip*, CT (corticothalamic), IT (intratelencephalic), and ET (extratelencephalic) subclasses were mostly well separated from each other. We quantified this separation using a confusion matrix for *k*-nearest neighbours (kNN) classification of cells into families: it was mostly diagonal, with only the ET and IT subclasses strongly overlapping (Fig. 3d). We confirmed the electrophysiological overlap between IT and ET neurons in follow-up experiments at 34 °C (Extended Data Fig. 6).

**Fig. 3:**
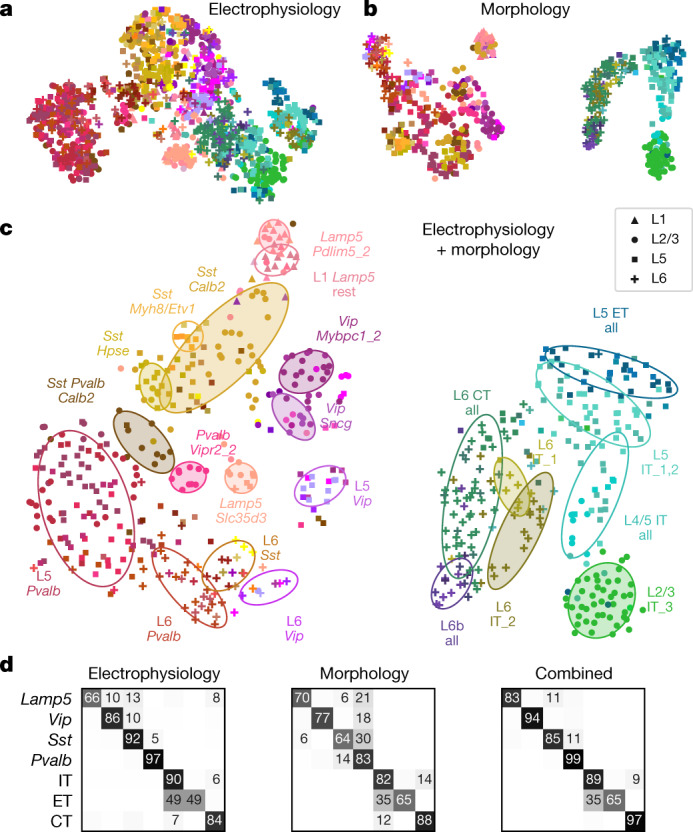
Morpho-electric t-SNE embeddings. **a**, t-SNE embedding constructed using electrophysiological features. Colour corresponds to t-type. *n* = 1,320 cells used to construct the embedding, 1,219 cells with t-type labels shown. Perplexity, 30. **b**, t-SNE embedding constructed using combined morphometric features and *z*-profiles. *n* = 636 cells. Perplexity, 30. **c**, t-SNE embedding constructed using combined electrophysiological and morphological features. *n* = 628 cells. Perplexity, 30. Ellipses show 80% coverage ellipses for the most prominent t-types (shaded) and for some groups of related t-types and some layer-restricted families (unshaded). We chose these groups to reduce the overlap between ellipses. **d**, Confusion matrices for classifying cells into seven transcriptomic families using kNN classifier (*k* = 10) and three feature sets. Each row shows what fraction of cells from a given family is classified in each of the seven families. The values in each row sum to 100% but only values above 5% are shown.

We also constructed a 2D t-SNE embedding based on the morphological features (Fig. 3b). We used only dendritic features for the excitatory cells, but both axonal and dendritic features for the inhibitory cells, leading to a strong separation between these two major classes. Within each class, cells were strongly segregated by the soma depth, with excitatory cells forming mostly a one-dimensional manifold. The separability between inhibitory families was weaker than with electrophysiological features (Fig. 3d). The between-family separability was strongest when we had combined electrophysiological and morphological features into a joint representation (Fig. 3c, d), showing that these sets of properties are not redundant. The ellipses in Fig. 3c highlight prominent t-types and groups of t-types with similar morpho-electric properties.

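Each cell of the 7 families was assigned to the family most frequent among its 10 nearest neighbours in RNA. Neighbours were found by correlation distance over the 1000 most variable genes, and cells of the same recording day were left out. Of 1186 cells, 1140 (96.1%; Wilson interval 94.9 to 97.1) were assigned to their own family. Within the earlier period the share was 96.5% and within the later period it was 95.9%. It was 100% for Pvalb, 95.2% for Sst, 97.4% for Vip, 95.7% for Lamp5 and 98.8% for IT cells. It was lower for ET cells at 81.3% (68.1 to 89.8), of which 9 were assigned to IT, and for CT cells at 84.3% (75.0 to 90.6), of which 10 were assigned to IT. Of the 13 Sst cells assigned to Pvalb, 6 were Sst Pvalb Calb2 cells. Only 3 cells were exchanged between excitatory and inhibitory families. These shares are not an independent check, since the labels came from the same RNA.

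**Figure D2:**
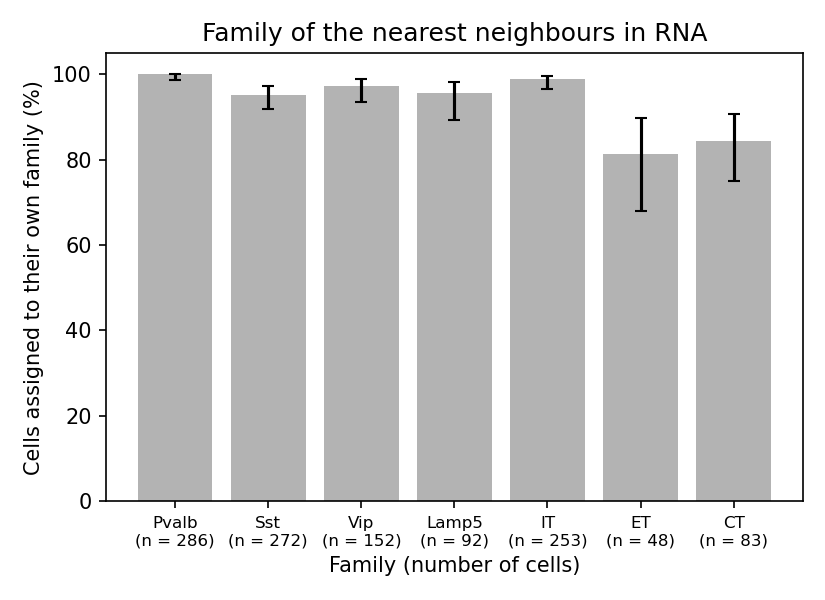
Share of cells of each family (in %) assigned to their own family by the nearest neighbours in RNA, for 48 to 286 cells per family. Bars are shares and error bars their Wilson intervals of 95%; ET, at 81.3%, and CT, at 84.3%, lie below the other families.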

In summary, different transcriptomic families had largely distinct morpho-electric phenotypes, in agreement with them being well separated in the transcriptomic space^4^.

## Continuous phenotypic variation

Within individual transcriptomic families, morpho-electric phenotypes rarely formed isolated clusters (Fig. 3). Moreover, we often found that morpho-electric phenotypes varied continuously from one t-type to another (Fig. 4). For example, electrophysiological properties of the t-types within the *Vip* subclass varied continuously across the transcriptomic landscape; the membrane time constant, for instance, had its largest values close to the *Sncg* subclass and gradually decreased towards *Vip Gpc3* (Fig. 4a). We observed the same in the *Sst* subclass, which is known to be transcriptomically^4^ and morpho-electrically^29,30,33^ diverse in L5. Here we also found that morpho-electric properties varied continuously across the transcriptomic landscape, with neighbouring t-types consistently showing similar morphologies and similar rebound values (Fig. 4b). We confirmed this effect in follow-up experiments at physiological temperature (Extended Data Fig. 6).

**Fig. 4:**
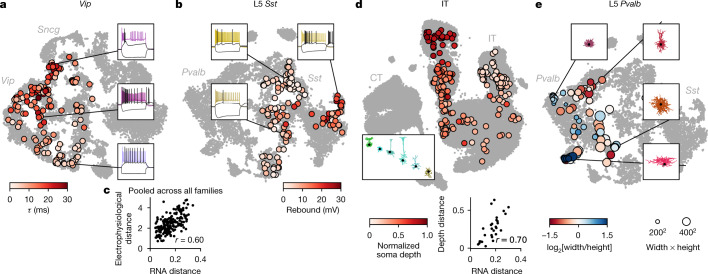
Phenotypic variability within transcriptomic families. **a**, *Vip* neurons mapped to the reference t-SNE embedding from Fig. 1c, coloured by membrane time constant (*τ*). Insets, example firing traces. **b**, *Sst* neurons from layer 5 (excluding *Sst Chodl* t-type) mapped to the reference t-SNE embedding from Fig. 1d, coloured by rebound value. **c**, Correlation between transcriptomic distances and electrophysiological distances across all 200 pairs of t-types from the same family (for 50 t-types with at least 5 cells), pooled across all families. Transcriptomic distance was computed using the reference 10x data as the correlation between average log-expression across most variable genes. Electrophysiological distance is Euclidean distance between the average feature vectors. **d**, IT neurons mapped to the reference t-SNE embedding from Fig. 1e, coloured by normalized soma depth. Inset, examples of IT neurons at different depths, coloured by t-type. Scatter plot used eight t-types with at least five cells and shows correlation between transcriptomic distances and cortical depth distances. Cortical depth distance is Euclidean distance between the average normalized soma depths. **e**, *Pvalb* neurons from layer 5 mapped to the reference t-SNE embedding from Fig. 1d, coloured by axonal width/height log-ratio. Circle area corresponds to the width × height product. Insets, example morphologies.

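Transcriptomic distances were computed from the Patch-seq cells themselves, since the reference data set of the paper is not used here. The distance is 1 minus the correlation of mean log2 CPM over the most variable genes. The 53 t-types with at least 5 cells were compared. Pairs within families had a median distance of 0.109 (0.0218 to 0.214). The 1160 pairs between families had a median of 0.246. The closest pair between families was at 0.0541, within the range of the pairs inside families. Medians within families were 0.0868 for IT (28 pairs), 0.0882 for Pvalb (36 pairs), 0.124 for Sst (15 t-types), 0.123 for Vip (36 pairs) and 0.129 for Lamp5 (10 pairs). Averaging fewer cells gave larger distances. With 5 cells drawn per t-type, an alternative chosen after the data were examined, the median within families was 0.172.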

To quantify this effect, for each pair of t-types within each family we computed the transcriptomic distance (correlation distance between average log-counts in the reference data) and the electrophysiological distance (Euclidean distance between average feature vectors) between them. Pooling the pairs across all families, we found that these two distance measures were correlated, with *r* = 0.60 (Fig. 4c, *n* = 200 pairs; Extended Data Fig. 7). The correlation was also observed within multiple individual families and for many individual electrophysiological features (Extended Data Fig. 7).

The IT subclass provides an example of a similar phenomenon in another data modality (Fig. 4d). IT neurons span all layers from L2/3 to L6, and IT t-types are largely layer-restricted^4^. However, we found that IT t-types did not form distinct groups for each cortical layer; instead, the soma depth and RNA expression varied continuously along a one-dimensional manifold (Fig. 4d), in agreement with parallel findings based on a spatial transcriptomics approach^34^. For example, L4/5 and L5 IT t-types that were transcriptomically close to the L2/3 IT t-types were located at the top of L5 close to the border between L2/3 and L5, whereas L5 IT t-types that were transcriptomically close to L6 IT t-types were located at the bottom of L5 close to the border with L6. 

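Soma depths are not in the files, so the layer in the name of a t-type was used in its place. The 8 IT t-types with at least 5 cells (248 cells) were ordered by their mean on the first principal component of the 500 most variable genes. Of 23 pairs from different layers, 15 were in the order of the layers (65.2%). The direction of the component was set by the layers, which raises this share above 50% where there is no order. Over all 1680 assignments of the layers to the t-types, a baseline chosen after the data were examined, the median share was 60.9% (quartiles 52.2% and 69.6%). The value observed lies within these quartiles, so it shows no order. The component also follows sequencing depth, and layer names stand in for soma depths. The value therefore does not test the paper's order by soma depth. The share was 69.6% with 250 genes, 56.5% with 1000 genes, 73.9% with 10 CPM added before the logarithm and 69.2% for t-types with at least 10 cells. Chosen after the data were examined, the earlier period gave 4 of 5 pairs, the later period 6 of 13, and thinned cells gave 14 of 18. No baseline was computed for the alternatives. The first component held 14.6% of the variance. It also followed sequencing depth, with a correlation of 0.464 with the log10 exonic counts of a cell, of 0.475 in thinned cells and of -0.324 in the later period alone. Over the same genes, the correlation distance to L2/3 IT_3 ranged from 0.0580 for L4/5 IT_1 to 0.124 for L5 IT_3. The t-types hold 5 to 86 cells, so these distances are not read as an order. With 5 cells drawn per t-type, an alternative also chosen after the data were examined, the distance to L2/3 IT_3 was 0.178 and 0.173 for L4/5 IT_1 and L4/5 IT_2, 0.187, 0.186 and 0.184 for the L5 IT t-types, and 0.197 and 0.211 for L6 IT_1 and L6 IT_2. These distances to L2/3 IT_3 alone rise in the order of the layer names, which was not tested. For all pairs, layers were coded by midpoints, 2.5 for L2/3, 4.5 for L4/5, 5 for L5 and 6 for L6. The adjacent names L2/3 and L4/5 thus count as 2 layers apart. In this setting, the median distance was 0.138 for 5 pairs of one layer and 0.164 for pairs 0.5 layers apart. It was 0.185 at 1 layer, 0.210 at 1.5 layers and 0.176 at 2 layers. At 2.5 and 3.5 layers it was 0.186 and 0.204, with 2 to 6 pairs per gap. The steps of this series depend on the coding, so it is not read as for or against an order.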

Transcriptomic distances between t-types were strongly correlated with the average soma depth differences (*r* = 0.70; Fig. 4d).

Finally, the *Pvalb* subclass is usually understood as electrophysiologically homogenous (all neurons are fast spiking) but has been described as morphologically diverse, in particular in L5^5^. However, it was previously unclear whether different morphologies such as shrub-like or horizontally elongated correspond to different t-types^5^. While we found that different t-types had different preferred morphologies (Extended Data Table 1), they showed substantial overlap, in agreement with the L5 *Pvalb* t-types themselves not having clear boundaries^4^ (Fig. 1d). The shape of the axonal arbor showed continuous changes across the transcriptomic landscape (Fig. 4e): small shrub-like basket cells, horizontally elongated basket cells, and vertically elongated classical basket cells were located in different corners of the t-SNE embedding, with intermediate morphologies in between.

In summary, within major transcriptomic families, morpho-electric phenotypes and/or soma depth often varied smoothly across neighbouring t-types, indicating that transcriptomic neighbourhood relationships in many cases corresponded to similarities in other modalities.

## Variability in individual t-types

To study the morpho-electric phenotypes of individual t-types, we measured how consistently they conformed to their respective transcriptomic families (Fig. 5a) and how variable they were within a t-type (Fig. 5b). First, we used a kNN classifier to classify cells from each t-type with at least ten cells into transcriptomic families, using electrophysiological features. Most t-types could be unambiguously placed into the correct family (Fig. 5a), but some t-types were in between two families. For example, many *Sst Pvalb Calb2* neurons were classified as belonging to the *Pvalb* subclass on the basis of electrophysiology. Similarly, *Lamp5 Egln3_1* neurons had rather *Vip*- and *Sst*-like firing instead of the typical *Lamp5* electrophysiology, and *Vip Mybpc1* neurons often had *Sst*-like firing. Thus, while overall transcriptomic family was highly predictive of the cell phenotype, some t-types exhibited properties similar to those of another transcriptomic family.

**Fig. 5:**
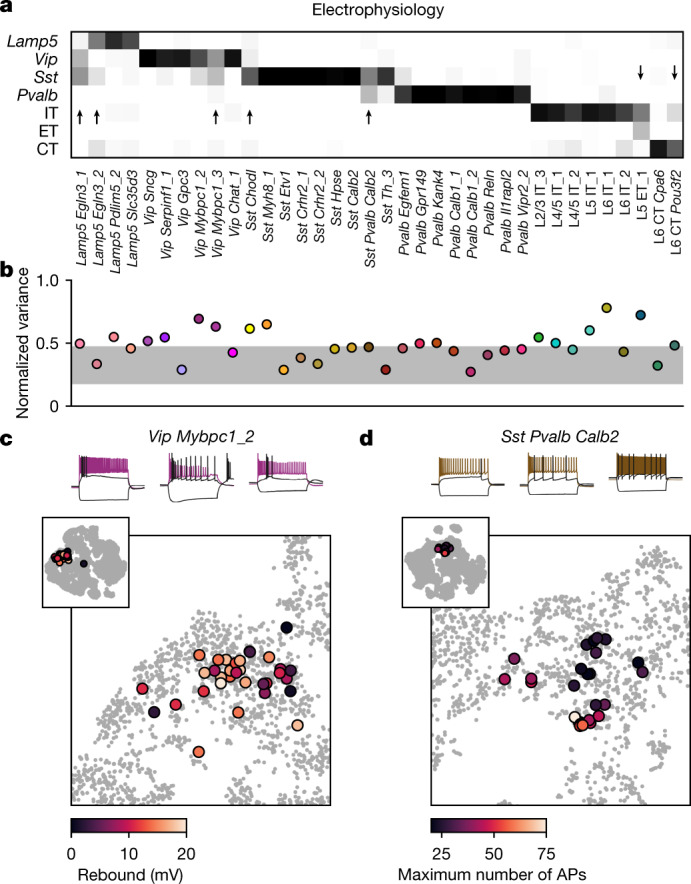
Phenotypic variability of individual t-types. **a**, Confusion matrix for classifying cells from each t-type into seven transcriptomic families using electrophysiological features. Only t-types with at least ten cells are shown. Values in each column sum to 1. Arrows mark t-types that are classified into wrong families more than 25% of the time. We used a kNN-based classifier with *k* = 10. **b**, Normalized total variance of features in each t-type. Higher values correspond to t-types with more variable phenotypes. Horizontal grey band, minimum to maximum normalized variances of *k*-means clusters. **c**, Three exemplary traces from *Vip Mybpc1_2* cells (all with confidence ≥ 95%) and t-SNE overlay coloured by rebound. Inset, the same t-SNE embedding as in Fig. 1. Main plot, magnification. **d**, Three exemplary traces from *Sst Pvalb Calb2* cells (confidence ≥ 95%) and t-SNE overlay coloured by maximum firing rate.

Next, we measured the normalized total variance of each t-type using electrophysiological features and compared it to the normalized total variance of phenotype clusters derived by *k*-means clustering (with *k* set to the number of t-types). The rationale here was that the variance of the *k*-means clusters would reflect the minimal possible variance obtainable in our data set. Values much above the cluster variances indicate non-trivial phenotypic variability within a t-type.

We found that many t-types had total variance substantially above the variances of the *k*-means clusters (Fig. 5b) and an alternative analysis using entropies of Leiden clustering^35^ often highlighted the same t-types as variable (Extended Data Fig. 8). Not all t-types showed high variability: some of them, such as *Pvalb Vipr2_2* (chandelier cells), appeared morpho-electrically homogeneous. By contrast, *Vip Mybpc1_2* was marked as having high electrophysiological variability and indeed had high variance in input resistance, membrane time constant, and rebound (Extended Data Fig. 4). This variability was not random: overlaying the rebound values on the t-SNE embedding (Fig. 5c) showed that cells with low rebound were located close to the boundary with the low-rebound *Vip Sncg* type. Similarly, *Sst Pvalb Calb2* cells had high variability in terms of the maximum firing rate, but high-firing cells were mostly grouped in one part of the transcriptomic landscape (Fig. 5d).

We found similar examples in the morphological modality (Extended Data Fig. 8). Together, these examples suggest that within-t-type morpho-electric variability can in some cases be related to the underlying transcriptomic variability. This is in agreement with the idea that on a fine within-family scale, both transcriptomic and morpho-electric landscapes are continuous rather than discrete.

## Discussion

We used Patch-seq to provide the missing link between transcriptomic and morpho-electric descriptions of neurons in adult mouse motor cortex. Broad transcriptomic families were mostly well separated in their morpho-electric properties. Previous studies using transgenic lines had shown that morpho-electric properties within these families can be highly variable^5,24^. We found that this variation is structured across the transcriptomic landscape, such that the morpho-electric distance between t-types within a family is correlated with their transcriptomic distance. Furthermore, we found non-trivial morpho-electric variability within multiple t-types. Although we cannot fully exclude the possibility that some of this variability can be attributed to technical challenges of Patch-seq or to factors such as the exact spatial location of the cell within motor cortex^36^, there are clear cases in our data that suggest that within-type morpho-electric variability is related to within-type transcriptomic variability.

We therefore suggest that the ‘tree of cortical cell types’ may look more like a banana tree with a few large leaves, rather than an olive tree with many small ones. In this metaphor, neurons follow a hierarchy consisting of distinct, non-overlapping branches at the level of families (large leaves), but with a spectrum of cells forming continuous and correlated transcriptomic and morpho-electrical landscapes within each leaf.

This is at odds with the notion that t-types are discrete entities, an implicit assumption behind any cluster analysis. Consistent with our interpretation, recent transcriptomic and anatomical studies have argued that neurons in hippocampus, striatum, and cerebellum can be better described as forming partially continuous manifolds^27,37–39^. Similarly, cortical studies have identified many intermediate cells with uncertain t-type assignments^3,4^. Thus, the goal to assemble an exhaustive inventory of neural cell types might be unattainable if the types, unlike the chemical elements in the periodic table, are not discrete entities. We believe that there is an urgent need for theoretical work on how to conceptualize and model hierarchical discrete/continuous cell variability in a principled way^7^.

Developmentally, it is thought that neural diversity is generated through a combination of intrinsic genetic programs in progenitor cells, and activity-dependent and environmental factors^40–44^. It remains unclear to what extent the interplay between hard-wired genetic programs and extrinsic cues might explain our observations.

Our study has several limitations. First, some t-types were covered only sparsely or not at all. Additional experiments with more specific Cre lines could fill some of the gaps, but some very rare putative t-types might not be amenable to Patch-seq study. Second, as the RNA extraction process may have interfered with biocytin diffusion^17^ and as MOp is quite thick, it was difficult to recover complete morphologies of some groups of neurons, such as deep L5 Martinotti cells with thin long axons that reach all the way to L1.

A parallel Patch-seq study of the inhibitory neurons in the mouse visual cortex^45^ focused on isolating multimodal neural types (‘met-types’) but also often observed continuous variation. Our data sets are overall in good agreement (Extended Data Fig. 9) and together offer an unprecedented view of cell type variability in the neocortex. Future studies will need to add additional modalities, such as long-range projections, local connectivity, and in vivo functional characterization.

## Methods

No statistical methods were used to predetermine sample size. The experiments were not randomized and investigators were not blinded to allocation during experiments and outcome assessment, unless otherwise stated.

### Animals

Experiments on adult male and female mice (*n* = 266; median age 75 days, interquartile range 64–100, full range 35–245 days, Extended Data Fig. 2a) were performed on wild-type C57Bl/6 (*n* = 27), *Viaat*-Cre/Ai9 (vesicular inhibitory amino acid transporter, encoded by the *Slc32a1* gene, *n* = 24), *Sst*-Cre/Ai9 (somatostatin, *n* = 75), *Vip*-Cre/Ai9 (vasoactive intestinal polypeptide, *n* = 46), *Pvalb*-Cre/Ai9 (parvalbumin, *n* = 76), *Npy*-Cre/Ai9 (neuropeptide Y, *n* = 2), *Vipr2*-Cre/Ai9 (vasoactive intestinal peptide receptor 2, *n* = 7), *Scl17a8*-Cre/Ai9 (VGLUT3, vesicular glutamate transporter 3, *n* = 6), *Gnb4*-Cre/Ai9 (*n* = 1), and *Slc17a8*-iCre/Ai9 (*n* = 2) mice. Numbers above refer to mice from which sequencing data were successfully obtained. Several more animals were used for measuring layer boundaries and follow-up experiments at physiological temperature (see below). Mice were co-housed with littermates (2–5 per cage) in a controlled environment at 22–24 °C and 30–70% humidity. Mice were maintained with unrestricted access to food and water on a 12-h light/dark cycle. Procedures for mouse maintenance and surgeries were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Baylor College of Medicine.

The *Viaat*-Cre line was generously donated by Huda Zoghbi (Baylor College of Medicine), the *Slc17a8*-iCre line by Rebecca Seal (University of Pittsburg). The *Gnb4*-Cre line was  from the Allen Institute for Brain Science. The other Cre and reporter lines were purchased from the Jackson Laboratory: *Sst*-Cre (stock no. 013044), *Vip*-Cre (stock no. 010908), *Pvalb*-Cre (stock no. 008069), *Vipr2*-Cre (stock no. 031332), *Slc17a8*-Cre (stock no. 028534), *Npy*-Cre (stock no. 027851), Ai9 reporter (stock no. 007909).

We were unable to find any labelled cells in MOp in the *Gnb4*-Cre mice: all labelled cells were far outside of MOp and close to the claustrum^46^. For this reason, the data set does not include any *Gnb4*-positive cells.

### Slice preparation

The MOp brain slices were obtained following previously described protocols^5,28^. In brief, the animals were deeply anaesthetized using 3% isoflurane and decapitated. The brain was rapidly removed and collected into cold (0–4 °C) oxygenated NMDG (*N*-methyl-d-glucamine) solution containing 93 mM NMDG, 93 mM HCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 30 mM NaHCO_3_, 20 mM HEPES, 25 mM glucose, 5 mM sodium ascorbate, 2 mM thiourea, 3 mM sodium pyruvate, 10 mM MgSO_4_ and 0.5 mM CaCl_2_, pH 7.35 (all from Sigma-Aldrich). We cut 300-μm-thick coronal slices using a Leica VT1200 microtome following coordinates provided in the Allen Brain Atlas for adult mouse (http://atlas.brain-map.org). The slices were subsequently incubated at 34.0 ± 0.5 °C in oxygenated NMDG solution for 10–15 min before being transferred to the artificial cerebrospinal fluid (ACSF) solution containing: 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 1 mM MgCl_2_, 11.1 mM glucose and 2 mM CaCl_2_, pH 7.4 (all from Sigma-Aldrich) for about 1 h. The slices were allowed to recover in ACSF equilibrated with CO_2_/O_2_ gas mixture (5% CO_2_, 95% O_2_), at room temperature (approximately 25 °C) for 1 h before experiments. During the recordings, slices were submerged in a customized chamber continuously perfused with oxygenated physiological solution. Recorded cells were generally located 15–60 μm deep under the slice surface.

### Patch-seq recording procedures

In order to simultaneously obtain electrophysiological, morphological and transcriptomic data from the same neurons, we applied our recently developed Patch-seq protocol^17^, with some modifications. In particular, changes were made to the internal solution to optimize its osmolarity in order to improve staining quality. RNase-free intracellular solution was prepared as follows: we dissolved 111 mM potassium gluconate, 4 mM KCl, 10 mM HEPES and 0.2 mM EGTA in RNase-free water in a 125-ml Erlenmeyer flask. We then covered the solution with aluminium foil and autoclaved it. After the solution was cooled down to room temperature, we added 4 mM MgATP, 0.3 mM Na_3_GTP, 5 mM sodium phosphocreatine, and 13.4 mM biocytin (all from Sigma-Aldrich). The pH was adjusted to 7.25 with RNase-free 0.5 M KOH using a dedicated pH meter (cleaned with RNase Zap and RNase-free water before each use). RNase-free water was then added to the solution in order to obtain the desired volume. After carefully checking its osmolarity (approximately 235–240 mOSM) the solution was stored at −20 °C and used for no longer than 3 weeks.

Before each experiment, we combined 494 μl internal solution with 6 μl recombinant RNase inhibitor (1 U/μl, Takara) to increase RNA yield. The addition of the inhibitor resulted in an increase in osmolarity to the desired value of 315–320 mOSM without a further dilution^17^. The osmolarity of the ACSF was monitored before each experiment and adjusted to be 18–20 mOSM lower than the internal solution. In particular, when the ACSF osmolarity was too low, we added a small amount of sucrose to ACSF to increase its osmolarity and bring it to the desired range. This osmolarity difference between ACSF and the internal solution is important to obtain slight swelling of the cell during the recording session, which improves the diffusion of biocytin in the neuronal processes. All glassware, spatulas, stir bars, counters, and anything else that may come into contact with the reagents or solution were cleaned thoroughly with RNase Zap before use.

Recording pipettes (B200-116-10; Sutter Instrument) of ~3–7 MΩ resistance were filled with 0.1–0.3 μl RNase-free intracellular solution. The size of the pipette tip was chosen according to the target neuron size: 3–4-MΩ pipettes were used to record large neurons (for example, L5 ET excitatory neurons) and 6–7-MΩ pipettes were used to record small cells such as L1 or *Vip* interneurons.

The PatchMaster software (HEKA Elektronik) and custom Matlab scripts were used to operate the Quadro EPC 10 amplifiers and to perform online and offline data analysis. We used the following quality control criteria: (1) seal resistance value >1 GΩ before achieving whole-cell configuration; (2) access resistance <30 MΩ. Each neuron was injected with 600-ms-long current pulses starting from −200 pA and up to 1,380 pA with 20-pA increment steps (in some cases stimulation was stopped before reaching 1,380 pA). There were 1.3- or 1.4-s intervals between successive current pulses, depending on the used setup. For most neurons, the stimulation was then repeated multiple times from the beginning. Electrophysiological traces used for the analysis were acquired between 3 and 15 min after achieving the whole-cell configuration. Recordings were performed at room temperature (25 °C), as opposed to physiological temperature (34 °C), in order to keep the cells alive for longer. We performed control experiments at physiological temperature as well (see below).

Typically, excitatory neurons were recorded for 5–20 min while interneurons were recorded for 20–50 min in order to allow biocytin to diffuse into distal axonal segments. During the recording, the access resistance was checked every three minutes in order to maintain a stable seal that would ensure successful biocytin diffusion. The resulting cDNA yield was not correlated with the hold time (Spearman correlation −0.01).

### Experiments at physiological temperature

A subset of electrophysiological recordings was performed at 34 °C in the presence of fast glutamatergic and GABAergic synaptic transmission blockers, 1 mM kynurenic acid (Sigma-Aldrich) and 0.1 mM picrotoxin (Tocris), respectively. The temperature was maintained stable, and constantly monitored using the temperature controller TC07 (Luigs and Neumann). In this set of experiments, the morphologies were not recovered and multiple neurons were recorded in each slice. The soma depth and the slice thickness were measured before each recording using Linlab2 software (Scientifica). Intrinsic electrophysiological recordings were obtained using the same stimulation paradigm as described above.

In these experiments, we targeted L5 *Sst* and excitatory neurons (Extended Data Fig. 6). 

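For the cells recorded at 34 °C, the authors deposited exonic and intronic counts of 30749 genes. The files hold 185 cells from 8 recording days, with 15 to 27 cells per day, and no spike-in sequences. All were recorded after the last cell at 25 °C, so the period and the temperature cannot be told apart. Exonic counts per cell ranged from 3 to 3463207, with a median of 1189390. A median of 10402 genes per cell had an exonic or intronic read, with a mean of 9429 (SD 3258). In exons alone the median was 8741 genes. Counts were summed over cells without a test, as for the cells at 25 °C, and 29 cells had fewer than 200000 exonic counts.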

We sequenced in total 185 neurons, obtained from 8 adult mice (7 *Sst*-Cre/Ai9 and 1 *Pvalb*-Cre/Ai9), of which 177 neurons passed the transcriptomic quality control and got a t-type assignment (see below). One hundred and ten cells mapped to the *Sst* subclass, 43 to IT, 12 to ET, 10 to *Pvalb*, and 2 to NP. 

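The labels give the same composition by family as the text, and they divide the 177 typed cells into 30 t-types. Of these cells, 62.1% were Sst, recorded on 7 days, and 24.3% were IT, recorded on 4 days. The 8 cells without a t-type had a median of 8.5 exonic counts.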

175 cells were assigned to L5 in the post hoc analysis (see below). We obtained high-quality electrophysiological recordings and extracted electrophysiological features of 184 cells.

### RNA sequencing of patched cells

At the end of the recording session, cell contents were aspirated into the glass pipette by applying a gentle negative pressure (0.7–1.5 pounds per square inch) for 1–5 min until the size of the cell body was visibly reduced. In most cases, the cell nucleus was visibly attached to the pipette tip and extracted from the cell body. We avoided complete nucleus aspiration, because it can lead to the collapse of the soma structure and of the nearby neurites, resulting in lower staining quality and stronger background staining. During the aspiration process, the cell body structure and access resistance were constantly monitored. Special care was taken to ensure that the seal between the pipette and the cell membrane remained intact to reduce contamination from the extracellular environment. After aspiration, the contents of the pipette were immediately ejected into a 0.2-ml PCR tube containing 4 μl lysis buffer (with ERCC spike-ins), and RNA was subsequently converted into cDNA using a Smart-seq2-based protocol^21^ as described previously^17^. The resulting cDNA libraries were screened using an Agilent Bioanalyzer 2100. Samples containing less than around 1 ng total cDNA (in the 15 μl final volume) or with an average size less than 1,500 bp were typically not sequenced (with some occasional exceptions). The cDNA libraries were then frozen and sent for sequencing in 12 separate batches.

The cDNA libraries derived from each neuron were purified and 0.2 ng of the purified cDNA was tagmented using the Illumina Nextera XT Library Preparation with one-fifth of the volumes stated in the manufacturer’s recommendation. Custom 8-bp index primers were used at a final concentration of 0.1 μM. The resulting cDNA library of each batch was sequenced on an Illumina NextSeq500 instrument with a sequencing setup of 75-bp single-end reads and 8-bp index reads. The investigators were blinded to the cell type of each sample during library construction and sequencing.

The sequencing data were processed using the zUMIs 2.5.6b pipeline with default settings^47^. Sequencing reads were aligned to the mm10 mouse reference genome using STAR version 2.5.4b^48^ and transcript assignment performed with Gencode transcript annotations, version M23. 

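At 34 °C, a cell had a median of 446318 intronic counts. The median share of intronic reads in the exonic and intronic sum was 24.5% (quartiles 16.9% and 44.9%). The share differed between families. It was 23.4% in 110 Sst cells and 25.6% in 10 Pvalb cells, against 46.9% in 43 IT cells and 42.5% in 12 ET cells. The 2 NP cells, also excitatory, had a low share of 19.2%. Between recording days, the median ranged from 18.7% to 38.1%. The intronic counts at 25 °C were not used here.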

A substantial portion of the RNA extracted from the neurons was nascent and contained intronic sequences. To accommodate this, gene expression counts were separately calculated using reads mapping to annotated intronic and exonic regions. 

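The deposited table at 25 °C has 42466 entries, of which 85 are spike-in sequences. Of the 42381 genes, 42099 had an exonic read in at least 1 of the cells used here. Spike-ins made up 4.69% of the exonic counts (median 3.27% per cell). Of the 30749 genes in the table at 34 °C, 29879 had an exonic read and 19126 an intronic read.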

We detected 42,466 genes, including pseudogenes and annotated non-coding segments, in at least one cell. The resulting exonic and intronic read count data were used for all transcriptomic analyses presented here. To quantify gene expression, we typically normalized exon and intron counts by exonic and intronic gene lengths in kilobases and added normalized counts together to obtain normalized exonic + intronic expression levels. See below for more details. Throughout the manuscript, ‘detected gene’ refers to a gene with a non-zero exonic or intronic count.

### Biocytin staining and morphological reconstructions

Morphological recovery was carried out as previously described^5,17,28^. In brief, after the recordings, the slices were immersed in freshly prepared 2.5% glutaraldehyde, 4% paraformaldehyde solution in 0.1 M PBS at 4 °C for at least 48 h. The slices were subsequently processed with the avidin-biotin-peroxidase method to reveal the morphology of the neurons. As previously described, we took several steps to improve the staining quality of the fine axonal branches of interneurons^5,17^. First, we used a high biocytin concentration (0.5 g/100 ml). Second, we incubated with avidin–biotin complex and detergents at a high concentration (Triton X-100, 5%) for at least 24 h before staining with 3,3′-diaminobenzidine (DAB).

Recovered cells were manually reconstructed using a 100 × oil-immersion lens and a camera lucida system (MicroBrightField). We aimed to reconstruct all cells that had staining of sufficient quality (axons and dendrites for the inhibitory neurons; only dendrites for the excitatory neurons), and obtained 646 reconstructions in total. In addition, we reconstructed the dendrites of 30 neurons from the *Vip* and *Scng* subclasses that lacked sufficient axonal staining. *Vip* neurons are traditionally classified on the basis of dendritic morphology, so these reconstructions can inform t-type characterizations. These additional 30 reconstructions are shown, together with the main 646 reconstructions, in Supplementary File 1.

Forty-five sequenced cells were mistakenly recorded using a solution with a much smaller concentration of biocytin, and their morphologies could not be recovered. We made sure that the measured electrophysiological properties of these cells were not systematically different from those of the the other sequenced cells.

Inevitably, neuronal structures can be severed as a result of the slicing procedure. We took special care to exclude reconstructions of all neurons that showed any signs of damage, lack of contrast, or poor overall staining. Consistently with previous studies, tissue shrinkage due to the fixation and staining procedures was about 10–20%^5,28,49^. This shrinkage was not compensated for in our analysis.

### Cortical thickness normalization and layer assignment

Nissl-stained slices (*n* = 15 from two wild-type adult mice) were used to measure normalized layer boundaries in MOp. The Nissl staining protocol was adapted from ref. ^50^. In brief, brain slices were mounted on slides and allowed to dry. The sections were then demyelinated, stained with 0.1% cresyl violet-acetate (C5042, Sigma) for 30 min at 60 °C and further destained. The sections were then coverslipped in Cytoseal 60 (Richard Allan Scientific). For each slice we measured total thickness from pia to white matter and the depths of the three between-layer boundaries (L1 to L2/3, L2/3 to L5, L5 to L6), based on the cortical cytoarchitecture, using a Neurolucida system with 10 × or 20 × magnification. All measurements were normalized by the respective slice thickness, and the averages over all *n* = 15 slices were used as the normalized layer boundaries (Extended Data Fig. 2b).

For the Patch-seq neurons, we measured soma depth and the cortical thickness of the slice using a Neurolucida system. We took their ratio as the normalized soma depth, and assigned each neuron to a layer (L1, L2/3, L5, or L6) based on the Nissl-determined layer boundaries (Extended Data Fig. 2b). We obtained soma depth information for 1,284 neurons out of 1,329 (45 neurons were mistakenly recorded using a solution with insufficient biocytin concentration, and we could measure soma depths for only 2 of those; for 2 other neurons the measurements could not be carried out because the slices were lost). For the 45 neurons with missing soma depth measurements, we used the layer targeted during the recording for all layer-based analyses and visualizations (marker shapes in Figs. 1c–e, 3a–c, layer-restricted analysis in Fig. 4, Extended Data Fig. 8).

All reconstructed morphologies were normalized by the cortical thickness of the respective slice to make it possible to display several morphologies next to each other, as in Extended Data Fig. 3.

### t-Type assignment

The t-type assignment procedure was done in two rounds. The first round was for quality control and initial assignment to one of the three large transcriptomic groups (CGE-derived interneurons, MGE-derived interneurons, and excitatory neurons) that are perfectly separated from each other with no transcriptomically intermediate cells^4^. The second round was done to assign the cells to specific t-types.

In the first round, we mapped each Patch-seq cell to a large annotated Smart-seq2 reference data set from adult mouse cortex^4^, using a procedure similar to the one described in ref. ^28^. Specifically, using the exon count matrix of the reference data set, we selected the 3,000 most variable genes (see below). We then normalized all exon counts by exonic gene lengths in kilobases, all intron counts by intronic gene lengths in kilobases (plus 10^−6^, to avoid division by zero) and added normalized counts together to obtain normalized exonic + intronic expression levels. We log-transformed these values using log_2_(*x* + 1) transformation and averaged the log-transformed values across all cells in each of the 133 t-types, to obtain reference transcriptomic profiles of each t-type (133 × 3,000 matrix). Out of these 3,000 genes, 2,666 were present in the genome annotation that we used and were detected in our data set. We applied the same normalization and log-transformation procedure to the exonic and intronic read counts of our cells, and for each cell computed Pearson correlation across the 2,666 genes with each of the 133 t-types. Each cell was assigned to the t-type to which it had the highest correlation (Extended Data Fig. 1d).

Cells meeting any of the following exclusion criteria were declared low quality and did not get a t-type assignment (Extended Data Fig. 2e): cells with the highest correlation below 0.4 (78 cells); cells that would be assigned to non-neural t-types, presumably owing to RNA contamination^51^ (14 cells; see also Extended Data Fig. 2j–n); cells with the highest correlation less than 0.02 above the maximal correlation in one of the other two large transcriptomic groups (5 cells). The remaining 1,232 cells passed quality control and entered the second round.

In the second round, cells were independently mapped to the seven transcriptomic data sets obtained from mouse MOp^20^. The mapping was done only to the t-types from the transcriptomic group identified in the first round, using the 500 most variable genes in that data set for that transcriptomic group (so using 7 × 3 = 21 sets of 500 most variable genes). Gene selection was performed as described below, and t-type assignment was done exactly as described above. Across the 21 reference subsets, 421–494 most variable genes were present in our data set, and were used for the t-type assignment (Extended Data Fig. 1e). When mapping to the Smart-seq2 reference data sets, we used normalized intronic and exonic reference counts, as above. When mapping to the UMI-based reference data sets, we used the unique molecular identifier (UMI) counts directly, without gene length normalization.

We used bootstrapping over genes to assess the confidence of each t-type assignment. For each cell and for each of the seven reference data sets, we repeatedly selected a bootstrap sample of genes (that is, the same number of genes, selected randomly with repetitions) and repeated the mapping. This was done 100 times and the fraction of times the cell mapped to each t-type was taken as the t-type assignment confidence for that t-type (Extended Data Fig. 1f). The confidences obtained with seven reference data sets agreed well with each other (Extended Data Fig. 2i) and were averaged to obtain the consensus confidence. Finally, the cell was assigned to the t-type with the highest consensus confidence.

Four cells were assigned to an excitatory t-type, despite having clearly inhibitory firing, morphology, and/or soma depth location (such as L1). The most likely cause of this was RNA contamination from excitatory cells, which are much more abundant than inhibitory cells in the mouse cortex (Extended Data Fig. 2). These four cells were excluded from all analyses and visualizations (as if they did not pass the transcriptomic quality control). In addition, one cell was probably located outside MOp, based on the slice anatomy, and was excluded as well. The final number of cells with t-type assignment was 1,227.

### Selection of most variable genes

Several steps of our analysis required selecting a set of the most variable genes in a given transcriptomic data set. We always selected a fixed predefined number of genes (such as 500, 1,000, or 3,000).

To select the most variable genes, we found genes that had, at the same time, high non-zero expression and a high probability of near-zero expression^52^. Our procedure is described in more detail elsewhere^23^. Specifically, we excluded all genes that had counts of at least *c*_min_ (for Patch-seq and Smart-seq2: *c*_min_ = 32; for 10x: *c*_min_ = 0) in fewer than 10 cells. For each remaining gene we computed the mean log_2_ count across all counts that were larger than *c*_min_ (non-zero expression, *μ*) and the fraction of counts that were smaller than or equal to *c*_min_ (probability of near-zero expression, *τ*). Across genes, there was a clear inverse relationship between *μ* and *τ*, that roughly followed the exponential law: *τ* ≈ exp(−1.5 × *μ* + *a*) for some horizontal offset *a*. Using a binary search, we found a value *b* of this offset that yielded the desired number of genes with *τ* > exp(−1.5 × *μ* + *b*) + 0.002.

For Smart-seq2 and Patch-seq data sets, we used only exonic counts to perform gene selection.

### t-SNE visualization of the transcriptomic data

t-SNE embeddings^22^ of the three subsets of the single-cell 10x v2 data set^20^ (Fig. 1c–e) were constructed using the same 500 most variable genes that were used for t-type assignment (see above). The UMI counts were normalized by each cell’s sequencing depth (sum of counts), multiplied by the median sequencing depth across all cells, log_2_(*x* + 1)-transformed, and reduced to 50 principal components. The resulting *n* × 50 matrix was used as input to t-SNE. We used FIt-SNE 1.2.1^53^ with default parameters (including learning rate *n*/12 and scaled principal component analysis (PCA) initialization^23^). Perplexity was left at the default value of 30 for both inhibitory subsets and increased to 100 for the excitatory subset.

To position Patch-seq cells on a reference t-SNE embedding, we used a published procedure^23^. In brief, each cell was positioned at the median embedding location of its ten nearest neighbours, based on Pearson correlation distance in the high-dimensional space. As above, we used the sum of the normalized exonic and intronic counts for Patch-seq cells, and raw UMI counts for the reference cells. All values were log_2_(*x* + 1)-transformed and correlations were computed across the same genes that were used for t-type assignments (see above).

### Extraction of electrophysiological features

Twenty-nine electrophysiological properties of the neurons were automatically extracted based on the raw membrane voltage traces (Extended Data Fig. 4) using Python scripts from the Allen Software Development Kit (SDK) (https://github.com/AllenInstitute/AllenSDK) with some modifications to account for our experimental paradigm (https://github.com/berenslab/EphysExtraction).

For each hyperpolarizing current injection, the resting membrane potential was computed as the mean membrane voltage during 100 ms before stimulation onset and the input resistance as the difference between the steady state voltage and the resting membrane potential, divided by the injected current value (we took the average voltage of the last 100 ms before stimulus offset as steady state). The median of these values over all hyperpolarizing traces was taken as the final resting membrane potential and input resistance, respectively.

To estimate the rheobase (the minimum current needed to elicit any spikes), we used robust regression (random sample consensus algorithm, as implemented in sklearn.linear_model.RANSACRegressor) of the spiking frequency onto the injected current using the five lowest depolarizing currents with non-zero spike count (if there were fewer than five, we used those available). The point at which the regression line crossed the *x*-axis gave the rheobase estimate (Extended Data Fig. 4). We restricted it to be between the highest injected current that elicited no spikes and the lowest injected current that elicited at least one spike. If the regression line crossed the *x*-axis outside this interval, the first current step that elicited at least one spike was used.

The action potential (AP) threshold, AP amplitude, AP width, afterhyperpolarization (AHP), afterdepolarization (ADP), the first AP latency, and the upstroke-to-downstroke ratio (UDR) were computed as illustrated in Extended Data Fig. 4, using the first AP fired by the neuron. AP width was computed at the AP half-height. UDR refers to the ratio of the maximal membrane voltage derivative during the AP upstroke to the maximal absolute value of the membrane voltage derivative during the AP downstroke. We also computed the first AP latency at 20 pA current above the smallest current stimulation value that elicited a spike.

The interspike interval (ISI) adaptation index for each trace was defined as the ratio of the second ISI to the first one. The ISI average adaptation index was defined as the mean of ISI ratios corresponding to all consecutive pairs of ISIs in that trace. For both quantities we took the median over the five lowest depolarizing currents that elicited at least three spikes (if fewer than five were available, we used all of them). AP amplitude adaptation index and AP amplitude average adaptation index were defined analogously to the two ISI adaptation indices, but using the ratios of consecutive AP amplitudes (and using the median over the five lowest depolarizing currents that elicited at least two spikes).

The maximum number of APs refers to the number of APs emitted during the 600-ms stimulation window of the highest firing trace. The spike frequency adaptation (SFA) denotes the ratio of the number of APs in the second half of the stimulation window to the number of APs in the first half of the stimulation window of the highest firing trace. If the highest firing trace had fewer than five APs, SFA was not defined. Here and below the highest firing trace corresponds to the first depolarizing current step that showed the maximum number of APs during the current stimulation window (after excluding all stimulation currents for which at least one AP was observed in 100 ms before or in 200 ms after the stimulation window; see below).

The membrane time constant (*τ*) was computed as the time constant of the exponential fit to the membrane voltage from the stimulation onset to the first local minimum (we took the median over all hyperpolarizing traces). Three further features described the sag of the first (the lowest) hyperpolarization trace. The sag ratio was defined as the difference between the sag trough voltage (average voltage in a 5-ms window around the sag trough) and the resting membrane potential, divided by the steady state membrane voltage difference from the resting membrane potential. The sag time was defined as the time period between the first and the second moments at which the membrane voltage crossed the steady-state value after the stimulation onset. The sag area refers to the absolute value of the integral of the membrane voltage minus the steady-state voltage during the sag time period (Extended Data Fig. 4). If the sag trough voltage and the steady-state voltage differed by less than 4 mV, the sag time and sag area were set to zero.

The rebound was defined as the voltage difference between the resting membrane potential and the average voltage over 150 ms (or whatever time remained until 300 ms after the stimulation offset) after rebound onset, which we identified as the time point after stimulation offset at which the membrane voltage reached the value of the resting membrane potential. If the membrane voltage never reached the resting membrane potential during the 300 ms after the stimulation offset, the rebound was set to zero. The rebound number of APs was defined as the number of APs emitted during the same period of time. Both rebound features were computed using the lowest hyperpolarization trace.

The ISI coefficient of variation (CV) refers to the standard deviation divided by the mean of all ISIs in the highest firing trace. Note that a Poisson firing neuron would have ISI CV equal to one. The ISI Fano factor refers to the variance divided by the mean of all ISIs in the highest firing rate. The AP CV and AP Fano factor refer to the CV and the Fano factor of the AP amplitudes in the highest firing trace, respectively.

The burstiness was defined as the difference between the inverse of the smallest ISI within a detected burst and the inverse of the smallest ISI outside bursts, divided by their sum. We took the median over the first five depolarizing traces. We relied on the Allen SDK code to detect the bursts. In brief, within that code a burst onset was identified whenever a ‘detour’ ISI was followed by a ‘direct’ ISI. Detour ISIs are ISIs with a non-zero ADP or a drop of at least 0.5 mV of the membrane voltage after the first AP terminates and before the next one is elicited. Direct ISIs are ISIs with no ADP and no such drop of membrane voltage before the second AP. A burst offset was identified whenever a direct ISI was followed by a detour ISI. Additionally, bursts were required to contain no ‘pauselike’ ISIs, defined as unusually long ISIs for that trace (see Allen SDK for the implementation details).

Some neurons (in particular neurogliaform cells) started to emit APs before and after the current stimulation window, after the stimulation currents exceeded a certain amount. To quantify this effect, we defined wildness as the difference in the number of APs between the highest firing trace (possibly showing APs before or after the stimulation window) and the highest firing trace as defined above (without any APs outside the stimulation window). For most neurons, wildness was equal to zero.

For all statistical analysis we used 17 features out of the extracted 29, excluding features that were equal to zero for many cells (afterdepolarization, burstiness, rebound number of APs, sag area, sag time, wildness), two Fano factor features that were highly correlated with the corresponding coefficient of variation features (AP Fano factor, ISI Fano factor) and another measure of latency that was highly correlated with the latency itself, features that had very skewed distributions (AP amplitude average adaptation index, ISI average adaptation index), and features that were undefined for some of the cells (spike frequency adaptation). Four features were log-transformed to make their distribution more Gaussian-like: AP coefficient of variation, ISI coefficient of variation, ISI adaptation index, and latency.

### Extraction of morphological features

Reconstructed morphologies were converted into the SWC format using NLMorphologyConverter 0.9.0 (http://neuronland.org) and further analysed using MorphoPy (https://github.com/berenslab/MorphoPy, version 0.6)^54^. Each cell was soma-centred in the *x* (slice width) and *y* (slice depth) dimensions, and aligned to pia in the *z* (cortical depth) dimension so that *z* = 0 corresponded to pia. All neurites were smoothed in the slice depth dimension (*y*) using a Savitzky–Golay filter of order 3 and window length 21, after resampling points to have maximally 1 μm spacing. For further analysis we computed two different feature representations of each cell: the normalized *z*-profile and a set of morphometric statistics^24,28,55^.

To compute the normalized *z*-profile, we divided all the coordinates of the neuronal point cloud by the thickness of the respective cortical slice, so that *z* = 1 corresponded to the white matter border. We projected this point cloud onto the *z*-axis and binned it into 20 equal-sized bins spanning [0, 1]. The resulting histogram describes a neuron’s normalized depth profile perpendicular to the pia. For the purposes of downstream analysis, we treated this as a set of 20 features. The *z*-profiles were separately computed for axons and dendrites.

Morphometric statistics were separately computed for the dendritic and axonal neurites to quantify their arborization shape and branching patterns. For the excitatory neurons, several additional morphometric statistics were computed for the apical dendrites, where apical dendrite was operationally defined as the dendrite with the longest total path length. We further used two ‘somatic’ features: normalized soma depth and soma radius. We did not use any features measuring morphological properties in the slice depth (*y*) direction because of possible slice shrinkage artefacts. We did not use any axonal features for the excitatory cells because only a small part of the axon could typically be reconstructed. For the inhibitory cells, where dendrite and axon could both be fully recovered, we included some measures of dendritic and axonal overlap. The full list of morphometric statistics is given in Supplementary File 3.

We extracted a set of 75 features, of which 40 were defined for excitatory neurons and 62 for inhibitory neurons, and processed the data for excitatory and inhibitory neurons separately. In each case, we excluded features with coefficient of variation below 0.25 (among the features with only positive values). This procedure excluded five features for the excitatory and nine features for the inhibitory cells. The distributions of the remaining features were visually checked for outliers and for meaningful variation between transcriptomic types, leading to a further exclusion of three features for the inhibitory cells. The full list of excluded features is given in Supplementary File 3. The resulting set of morphometric statistics used for further analysis consisted of 35 features defined for the excitatory neurons and 50 features defined for the inhibitory neurons.

### Reduced-rank regression

For the RRR analysis^32^ we used 17 electrophyiological features and all 1,219 cells for which values for all 17 features and a t-type assignment could be computed. Electrophysiological features were standardized. Exon counts and intron counts were normalized by the exon/intron gene lengths as described above, summed together, converted to CPM, log_2_(*x* + 1)-transformed, and then standardized. We selected the 1,000 most variable genes (using raw exonic counts) and used only those for the RRR analysis.

In brief, RRR finds a linear mapping of gene expression levels to a low-dimensional latent representation, from which the electrophysiological features are then predicted with another linear transformation (for mathematical details, see ref. ^32^). The model uses sparsity constraints in the form of elastic net penalty to select only a small number of genes. For Fig. 2 we used a model with rank *r* = 5, zero ridge penalty (*α* = 1), and lasso penalty tuned to yield a selection of 25 genes (*λ* = 0.5). Cross-validation (Extended Data Fig. 5) was done using 10 folds, elastic net *α*-values 0.5, 0.75, and 1.0, and *λ*-values from 0.2 to 6.0.

The plots shown in Fig. 2a, b are called bibiplots because they combine two biplots: the left biplot shows a mapping of gene expression levels onto the two latent dimensions; the right biplot shows the same mapping of electrophysiological features. To illustrate the meaning of the latent dimensions, each biplot combines the resulting scatter plots with lines showing how original features are related to the latent dimensions. Specifically, we computed the correlations of individual genes or electrophysiological properties with the latent dimensions and visualized these correlations as lines on the biplot. The circle shows the maximal possible correlation; only lines longer than 0.4 times the circle radius are shown in Fig. 2. Label positions were automatically adjusted by simulating repulsive forces between all overlapping pairs of labels, until there was no overlap.

For the model based on ion channel genes, we obtained the list of 328 ion channel genes from https://www.genenames.org/data/genegroup/#!/group/177and used all 307 of them that had non-zero expression in at least 10 of our cells. We used rank *r* = 5, *α* = 1, and *λ* tuned to yield 25 genes (*λ* = 0.303), as above.

### t-SNE visualization of the morpho-electric phenotypes

For the t-SNE visualization^22^ of the electrophysiological phenotypes, we used 17 features as described above and all *n* = 1,320 cells that had values for all 17 features. All features were standardized across this set of cells and transformed with PCA into a set of 17 PCs. We scaled the PCs by the standard deviation of PC1. We used the t-SNE implementation from scikit-learn Python library with the default perplexity (30), early exaggeration 4 (the default value 12 can be too large for small data sets), and scaled PCA initialization^23^. Fig. 3a shows *n* = 1,219 cells that had a t-type assignment.

For the t-SNE visualization of the morphological phenotypes, we combined morphometric statistics with the normalized *z*-profiles. The pre-processing, including PCA, was done separately for the excitatory and inhibitory neurons because they used different sets of morphometric statistics (see above). Only neurons with assigned t-types were used for this analysis. Two inhibitory neurons were left out because some of the morphometric statistics could not be extracted owing to insufficient dendritic recovery; this left 367 inhibitory neurons (with 50 morphometric features) and 269 excitatory neurons (with 35 morphometric features). All features were standardized and each set was reduced to 20 PCs. We scaled the PCs by the standard deviation of the respective PC1, to make the inhibitory and the excitatory PCs have comparable variances.

We used dendritic *z*-profiles for the excitatory neurons and axonal *z*-profiles for the inhibitory neurons. We reduced each set to five PCs, discarded PC1 (it was strongly correlated with the normalized soma depth and made the resulting embedding strongly influenced by the soma depth), and scaled the PCs by the standard deviation of the respective PC2. We stacked the 20 scaled morphometric PCs and the 4 scaled *z*-profile PCs to get a combined 24-dimensional representation, separately for the excitatory and for the inhibitory neurons. We then combined these representations into one block-diagonal 48-dimensional matrix. This procedure makes the excitatory and the inhibitory populations both have zero mean. To prevent overlap between these two populations, we added a small constant value of 0.25 to the excitatory block-diagonal block, leading to the strong excitatory–inhibitory separation in Fig. 3b. The t-SNE was performed exactly as described above.

For the t-SNE visualization of the morpho-electrical landscape, we stacked together the 48-dimensional morphological representation and the 16-dimensional electrophysiological representation obtained above, using only cells that had all morphological and all electrophysiologcal features (*n* = 628). We multiplied the electrophysiological block by √2 to put its total variance on a similar scale (it only consisted of one set of scaled PCs, whereas the morphological representation consisted of two sets of scaled PCs: morphometrics and *z*-profiles). The resulting 64-dimensional morpho-electrical representation was used for t-SNE, exactly as described above.

### kNN classification of transcriptomic families

To classify neurons into transcriptomic families on the basis of electrophysiological, morphological, or combined features (Figs. 3d, 5a, Extended Data Fig. 8a), we used a kNN classifier with *k* = 10 and Euclidean distance metric (taking the majority family among the *k* nearest neighbours). This is effectively a leave-one-out cross-validation procedure. For each data modality we took the exact same data representation that was used for computing t-SNE embeddings (Fig. 3a–c; see above). Note that the t-SNE algorithm is also based on nearest neighbours and makes all close neighbours attract each other in the embedding. We chose the kNN classifier as a simple but versatile non-parametric classifier that is directly related to the t-SNE embeddings. We did not use the *Sncg* and NP families owing to insufficient coverage in our data set (Fig. 1).

Fig. 3d shows the fraction of cells from each family that was classified into each family. Fig. 5a and Extended Data Fig. 8a show fractions of cells from each t-type that were classified into each family. For morphological and combined features, Extended Data Fig. 8a shows fractions of cells from the majority layer of each t-type. For example, the *Pvalb Reln* type occurred most often in L5, so only cells from that layer were taken for that type. Only t-types with at least ten cells (or at least ten layer-restricted cells) are shown.

### Within-family analysis

To study the relationship between transcriptomic and electrophyiological distances between pairs of t-types (Fig. 4c, d, Extended Data Figs. 6, 7), we took all t-types with five or more cells assigned to them (for Extended Data Fig. 7a: with ten or more). For each pair of t-types, transcriptomic distance was computed as the Pearson correlation between the average log_2_(*x* + 1)-transformed UMI counts in the single-cell 10x v2 data^20^. The 1,000 most variable genes across all neural types were used for Fig. 4c and Extended Data Fig. 7a, b, and the 500 most variable genes across the respective transcriptomic group (see above) were used for Fig. 4d and Extended Data Figs. 6i, j and 7c–n. Electrophysiological distance was computed as the Euclidean distance between the average feature vectors. Fig. 4d used the soma depth distance, computed as the absolute value of the difference between the average normalized soma depths.

### T-type variability analysis

The normalized total variance in Fig. 5b and Extended Data Fig. 8b was computed as follows. For each modality, we took the exact same data representation that was used for computing t-SNE embeddings (Fig. 3a–c; see above). For each t-type (or layer-restricted t-type; see above), we took the sum of its variances in all dimensions as the total variance and divided by the sum of variances in all dimensions across the whole data set:

$$\frac{{\sum }_{j}\frac{1}{|T|}{\sum }_{i\in T}{\left({X}_{ij}-\frac{1}{|T|}{\sum }_{i\in T}{X}_{ij}\right)}^{2}}{{\sum }_{j}\frac{1}{n}{\sum }_{i}{\left({X}_{ij}-\frac{1}{n}{\sum }_{i}{X}_{ij}\right)}^{2}},$$

where *X*_*ij*_ is a value of feature *j* of cell *i*, *n* is the total number of cells, and *T* is the set of cell numbers belonging to the given t-type. The value 0 indicates that all cells from this t-type have exactly identical features. The value 1 indicates that there is as much variance in this one t-type as in the whole data set. Only t-types with at least ten cells (or at least ten layer-restricted cells) are shown in Fig. 5b and Extended Data Fig. 8b.

To provide a sensible baseline for the range of possible normalized total variances in a population of morpho-electrically homogeneous types, we used a clustering analysis. For the cells of all the *K* t-types (or layer-restricted t-types) with at least ten cells in a given panel, we used the *k*-means algorithm to cluster them into *K* clusters, reasoning that these clusters should be as homogeneous as possible given the variability in our data set. We used the *k*-means implementation from scikit-learn with default parameters. We then computed the normalized total variance of each cluster as described above. Grey shading in Fig. 5b and Extended Data Fig. 8b shows the interval between the minimum and the maximum cluster variances. Note that the *k*-means algorithm directly minimizes within-cluster total variances.

We used the entropies of a Leiden clustering^35^ as an alternative way to approach the same question. For each modality, using the exact same data representation as above, we constructed its kNN graph with *k* = 10 and clustered it using the Leiden algorithm as implemented in the Python package leidenalg with RBConfigurationVertexPartition quality function and resolution parameter manually tuned to produce roughly the same number of clusters for each modality as in ref. ^24^. (Extended Data Fig. 8). For each t-type (or layer-restricted t-type), we then measured the entropy of the distribution of electrophysiological or morphological cluster IDs, after randomly subsampling the t-type to ten cells. Subsampling was done to eliminate a possible bias due to the t-type abundance. The whole procedure was repeated 100 times with different random seeds for the Leiden clustering and for the subsampling.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-020-2907-3.

### Supplementary information

Supplementary Information Supplementary File 1: All reconstructed morphologies and electrophysiological traces shown as in Extended Data Fig.3, sorted by transcriptomic type.

Reporting Summary

Supplementary Information Supplementary File 2: Dot plots of all electrophysiological features shown as in Extended Data Fig. 4.

Supplementary File 3 Supplementary File 3: Full list of computed morphometric statistics.

## Data Availability

All preprocessed data (gene counts, electrophysiological and morphological features) and meta data are available at https://github.com/berenslab/mini-atlas, together with direct links to the raw data. Electrophysiological recordings are available at https://dandiarchive.org/dandiset/000008 (main data set) and https://dandiarchive.org/dandiset/000035 (physiological temperature) in NWB format. Sequencing data are available at http://data.nemoarchive.org/biccn/grant/zeng/tolias in FASTQ format. Morphological reconstructions are available at https://download.brainimagelibrary.org/3a/88/3a88a7687ab66069/ in SWC format.

# Supplementary material for: Phenotypic variation of transcriptomic cell types in mouse motor cortex
**Source:** Nature. 2020 Nov 12;598(7879):144–50. doi: 10.1038/s41586-020-2907-3

---

**Supplementary information**

---

**Phenotypic variation of transcriptomic cell types in mouse motor cortex**

---

In the format provided by the  
authors and unedited

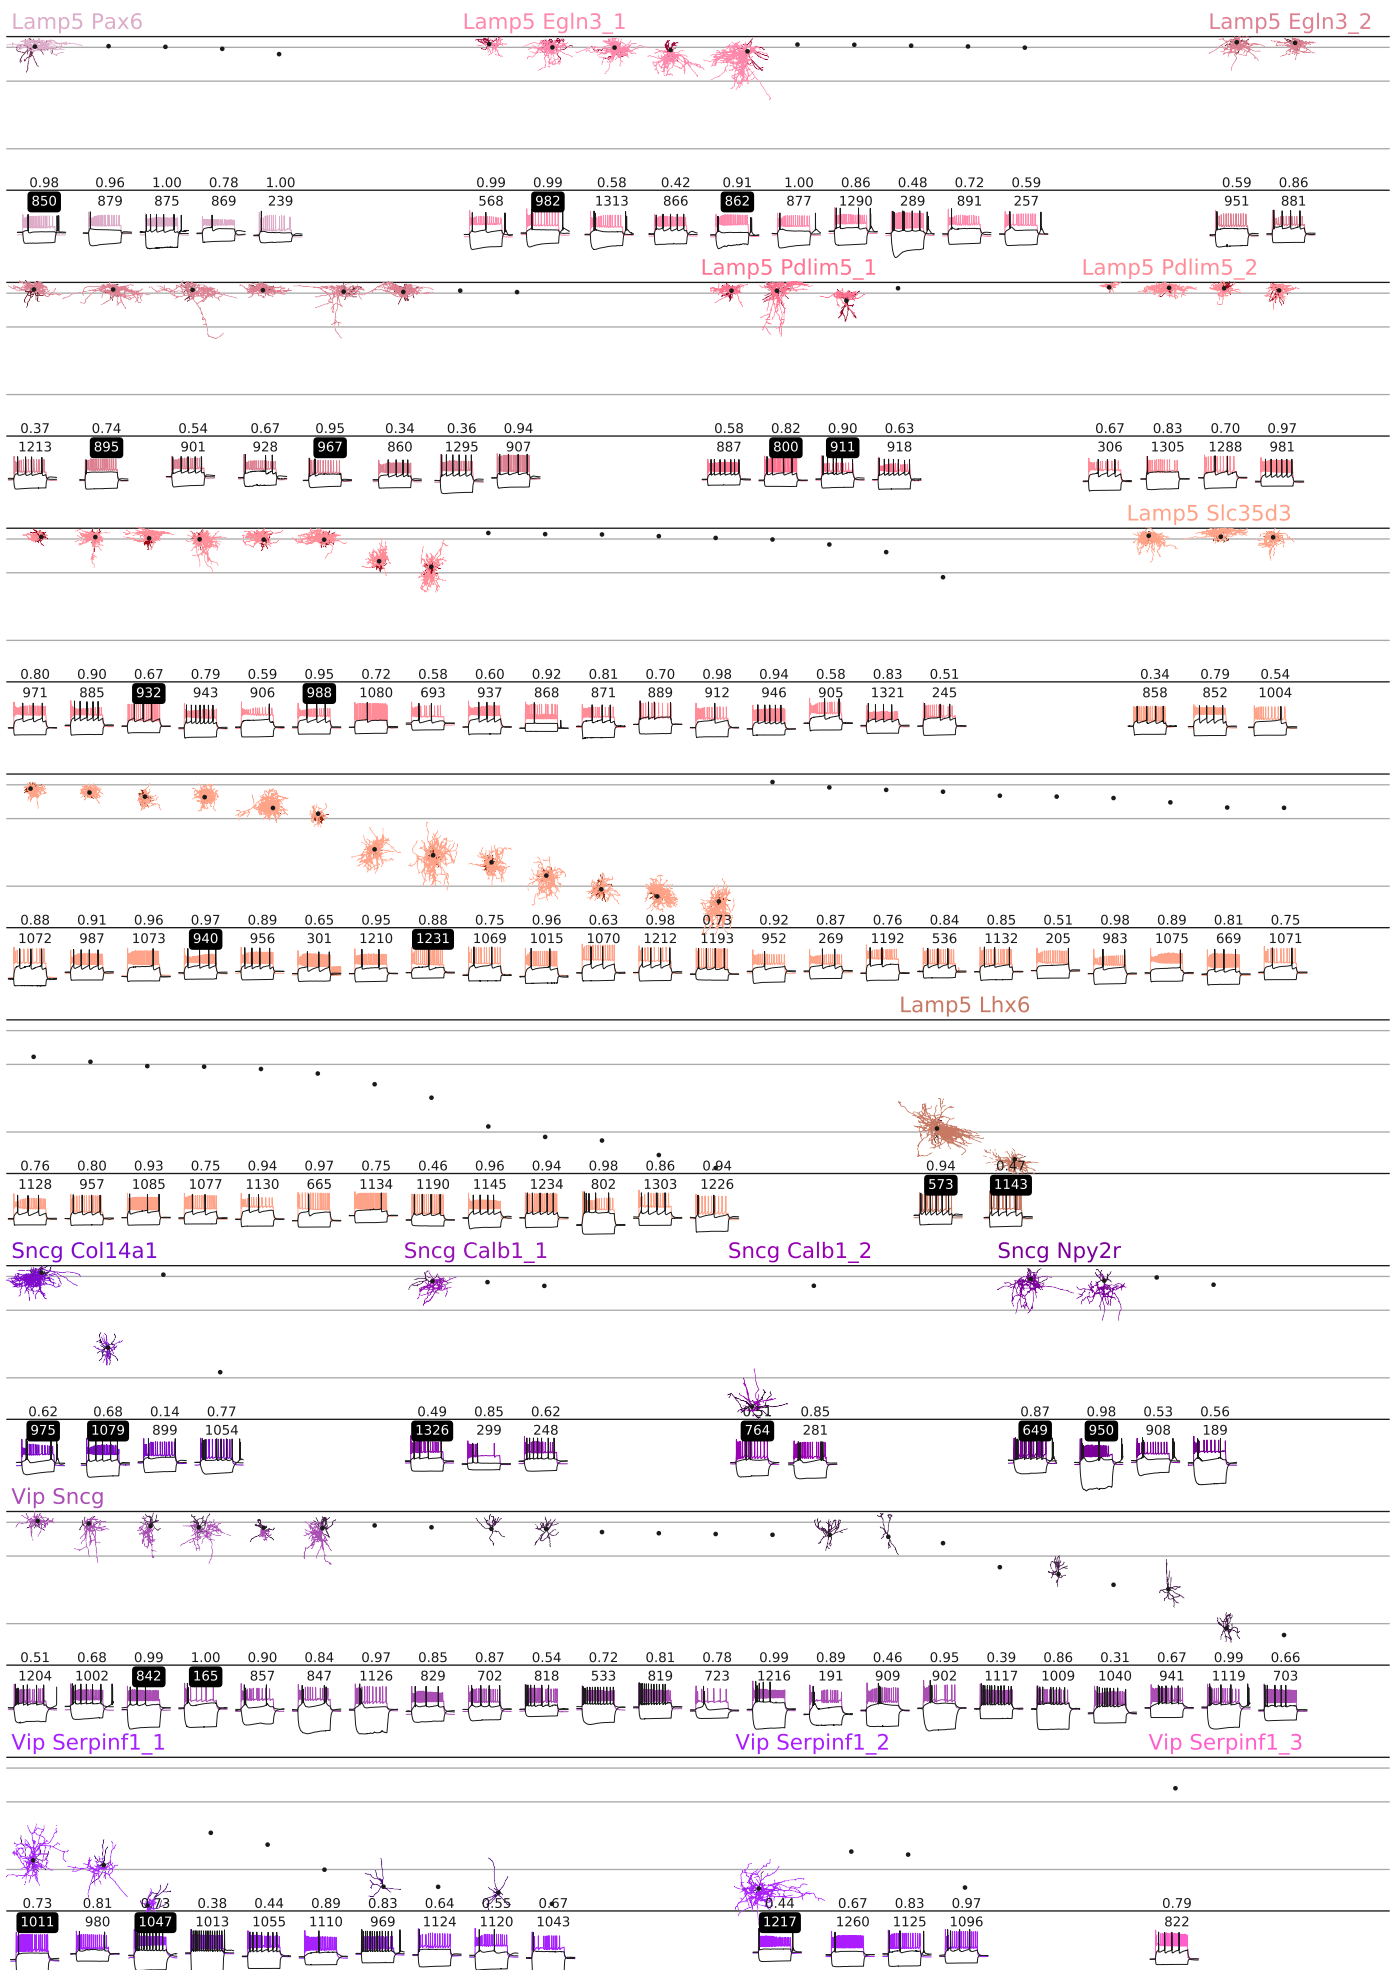

Vip Htr1f

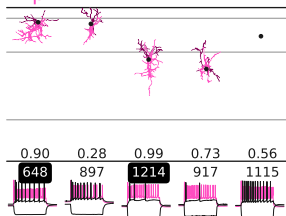

Vip Gpc3

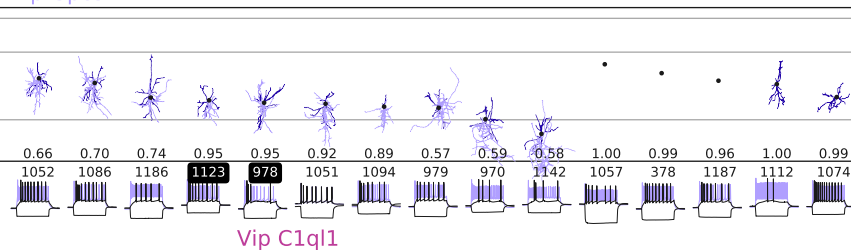

Vip C1ql1

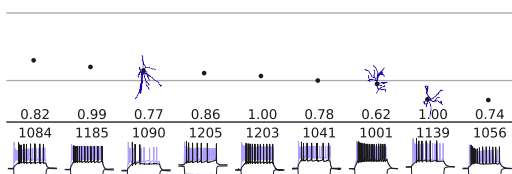

Vip Mybpc1\_1

Vip Mybpc1\_2

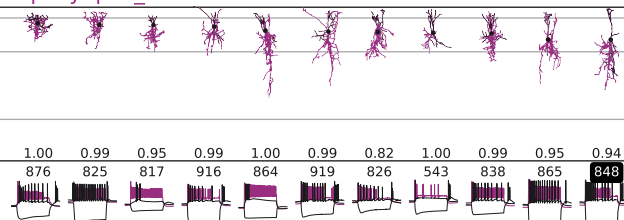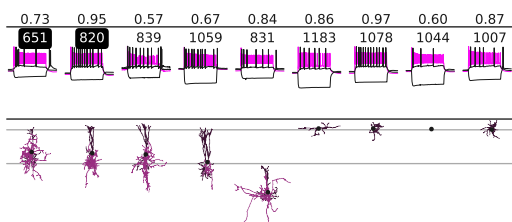

Vip Mybpc1\_3

Vip Chat\_1

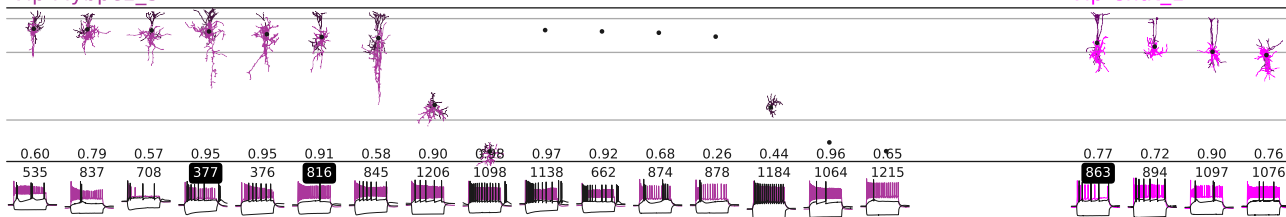Vip Chat\_2

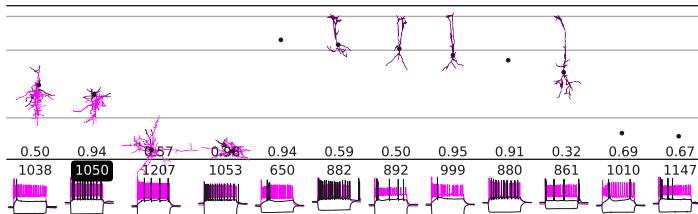

Sst Chodl

Sst Penk

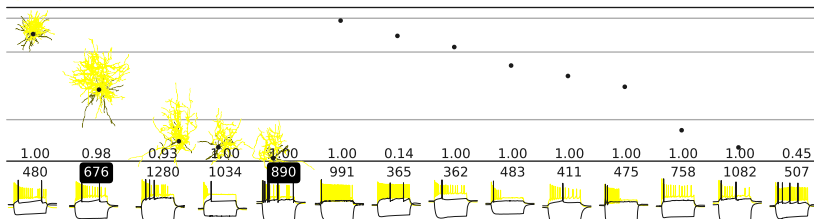

Sst Myh8\_1

Sst Myh8\_2

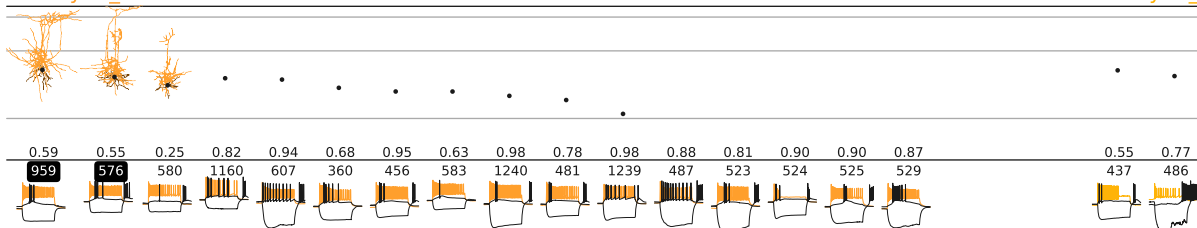

Sst Myh8\_3

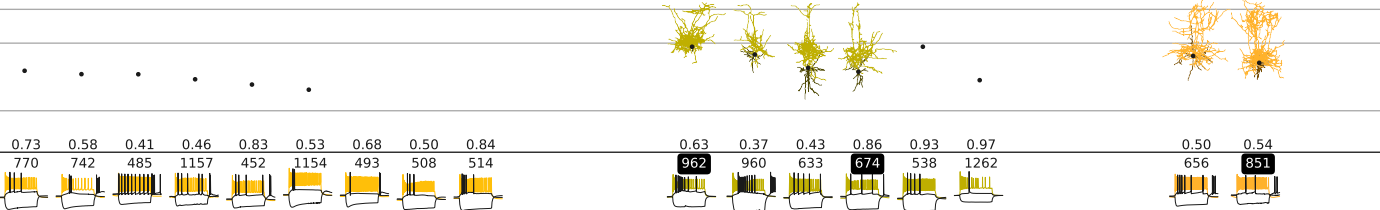

Sst Htr1a

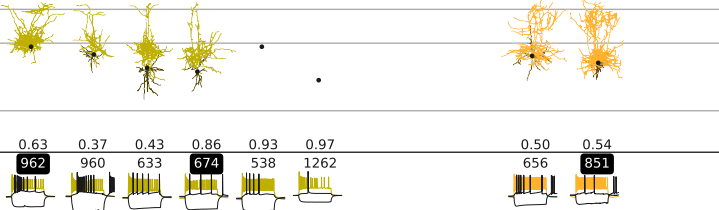

Sst Etv1

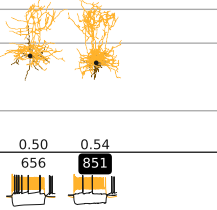

Sst Pvalb Etv1

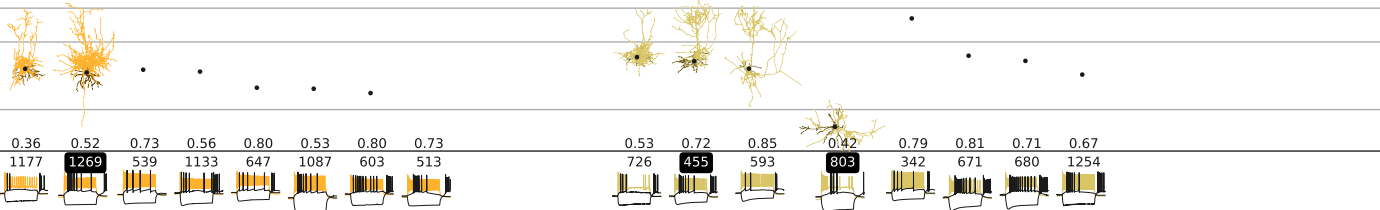

Sst Crhr2\_1

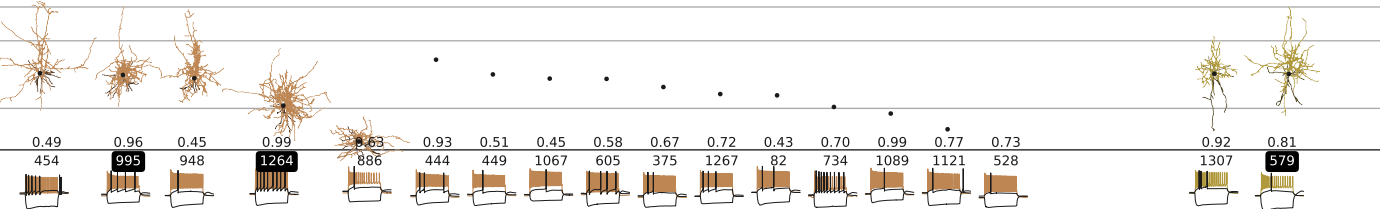

Sst Crhr2\_2

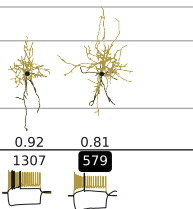

Sst Hpse

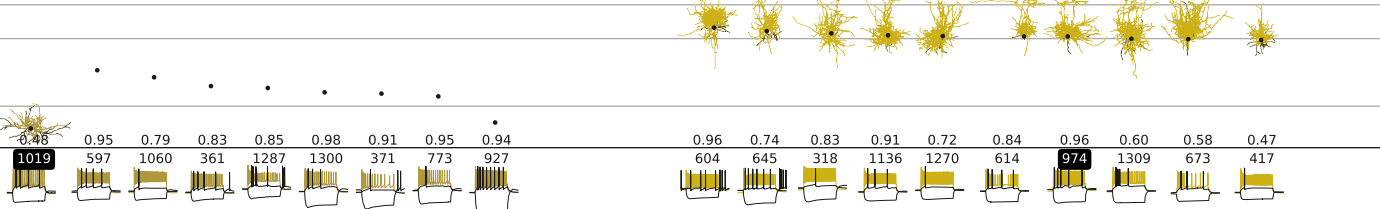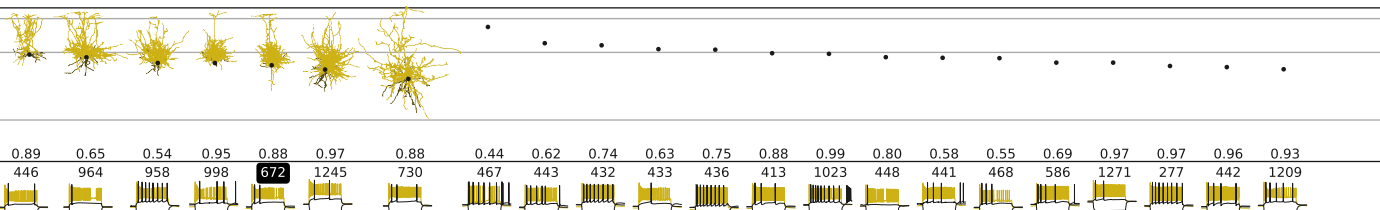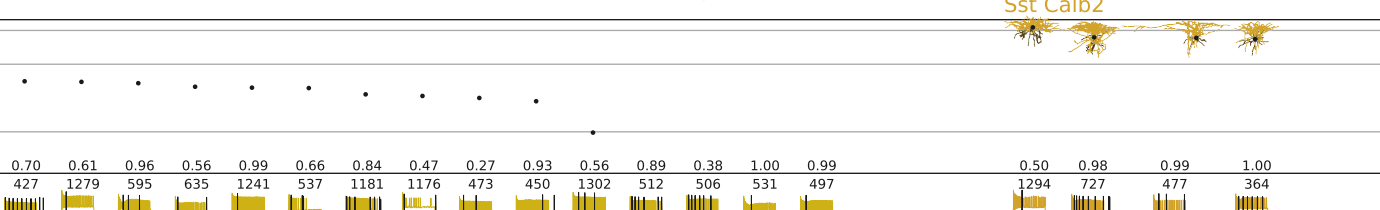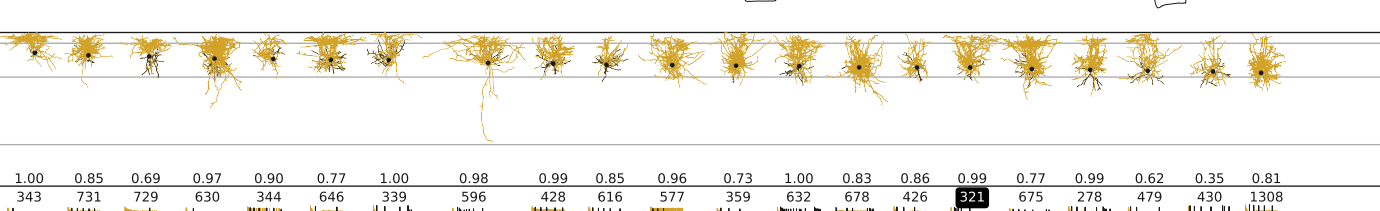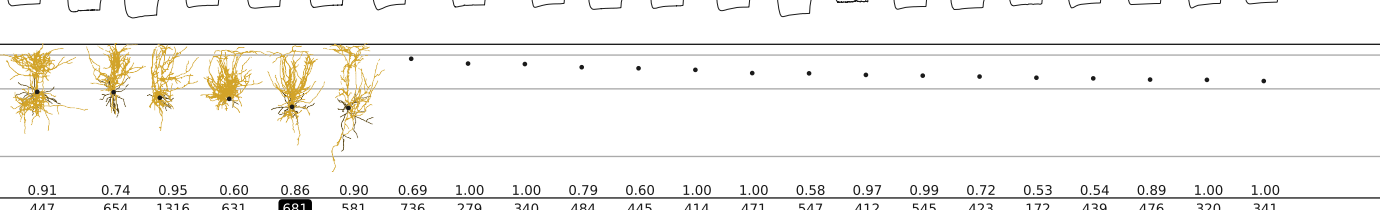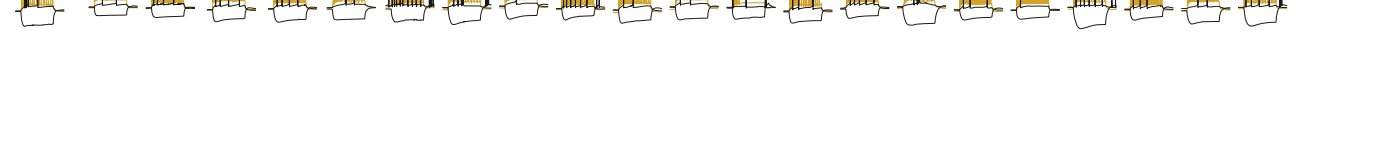

## Sst Pvalb Calb2

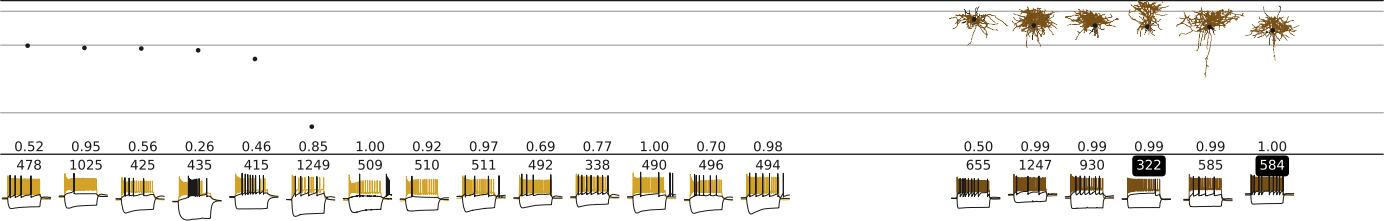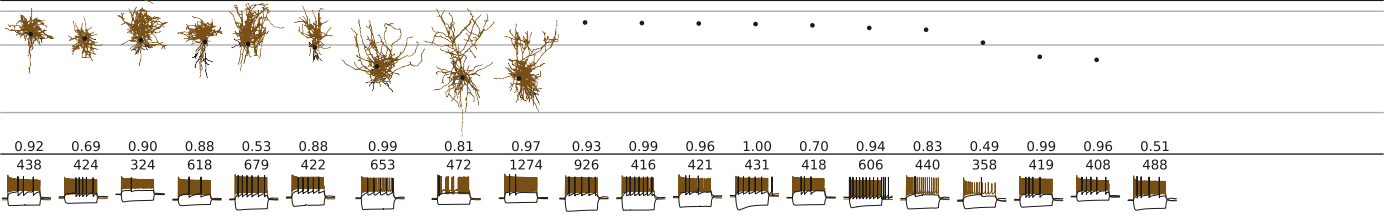

## Sst C1ql3\_1

## Sst C1ql3\_2

## Sst Tac2

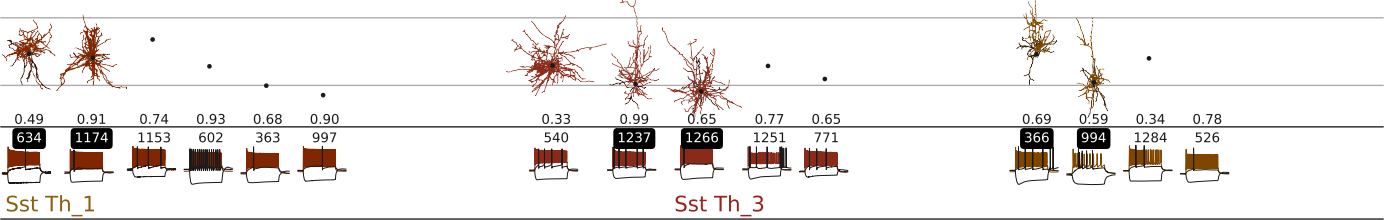

## Sst Th\_1

## Sst Th\_3

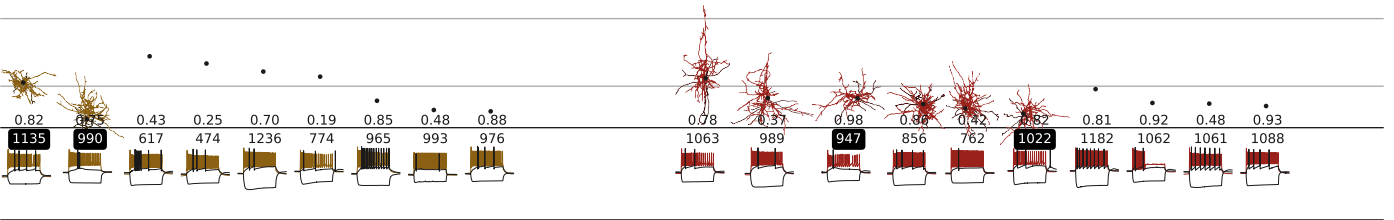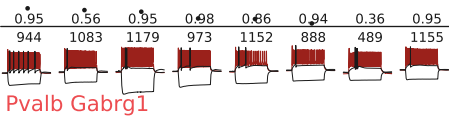

## Pvalb Gabrg1

## Pvalb Egfr

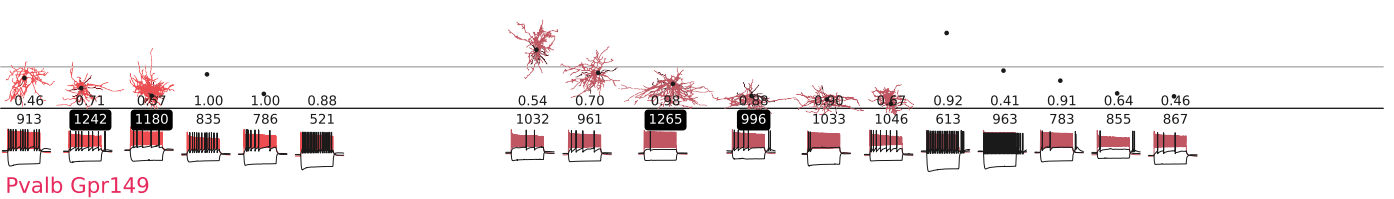

## Pvalb Gpr149

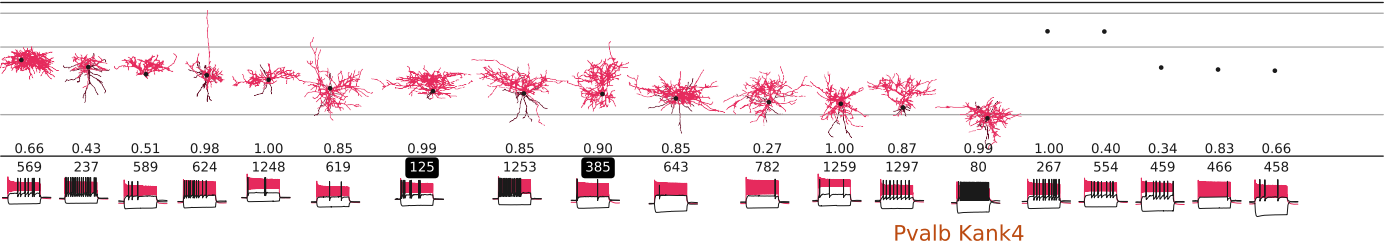

## Pvalb Kank4

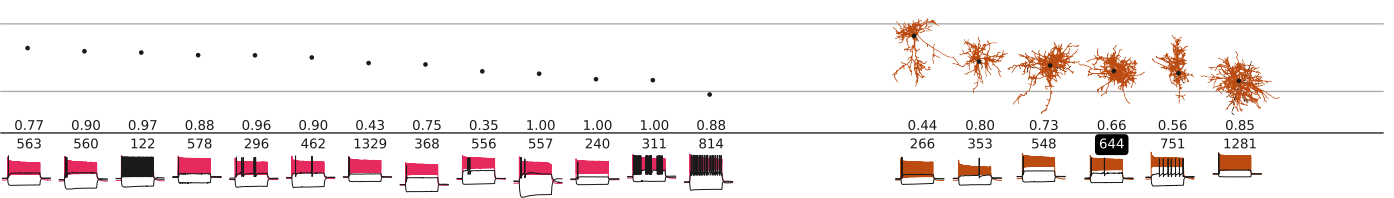

## Pvalb Calb1\_1

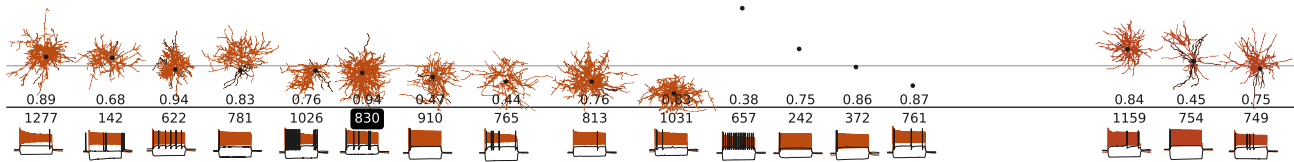

## Pvalb Calb1\_2

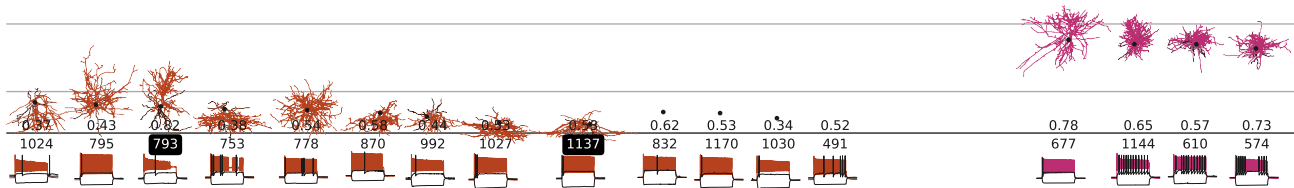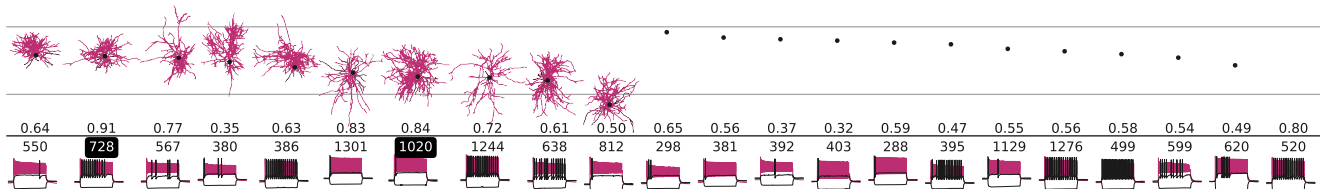

## Pvalb Reln

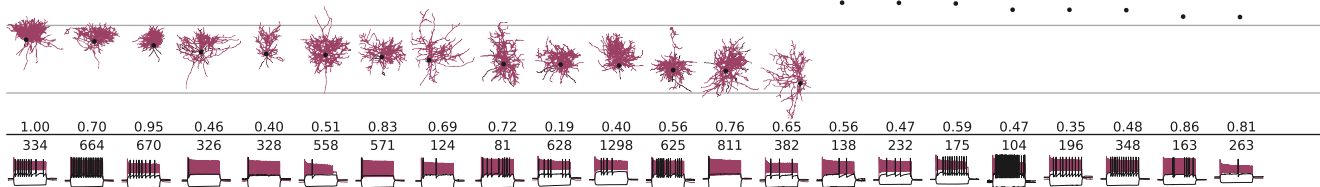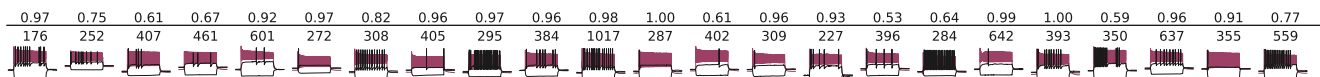

## Pvalb Il1rapl2

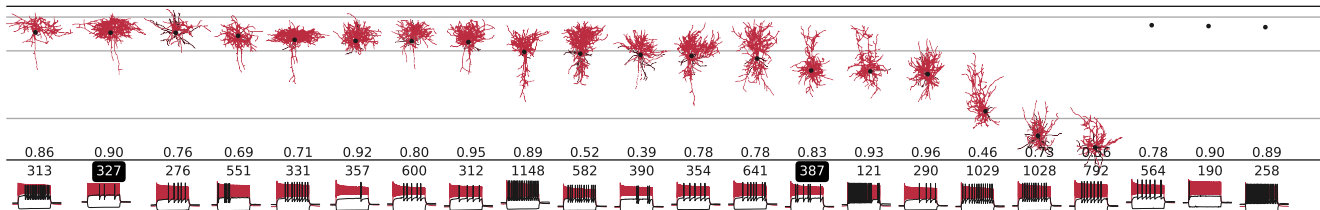

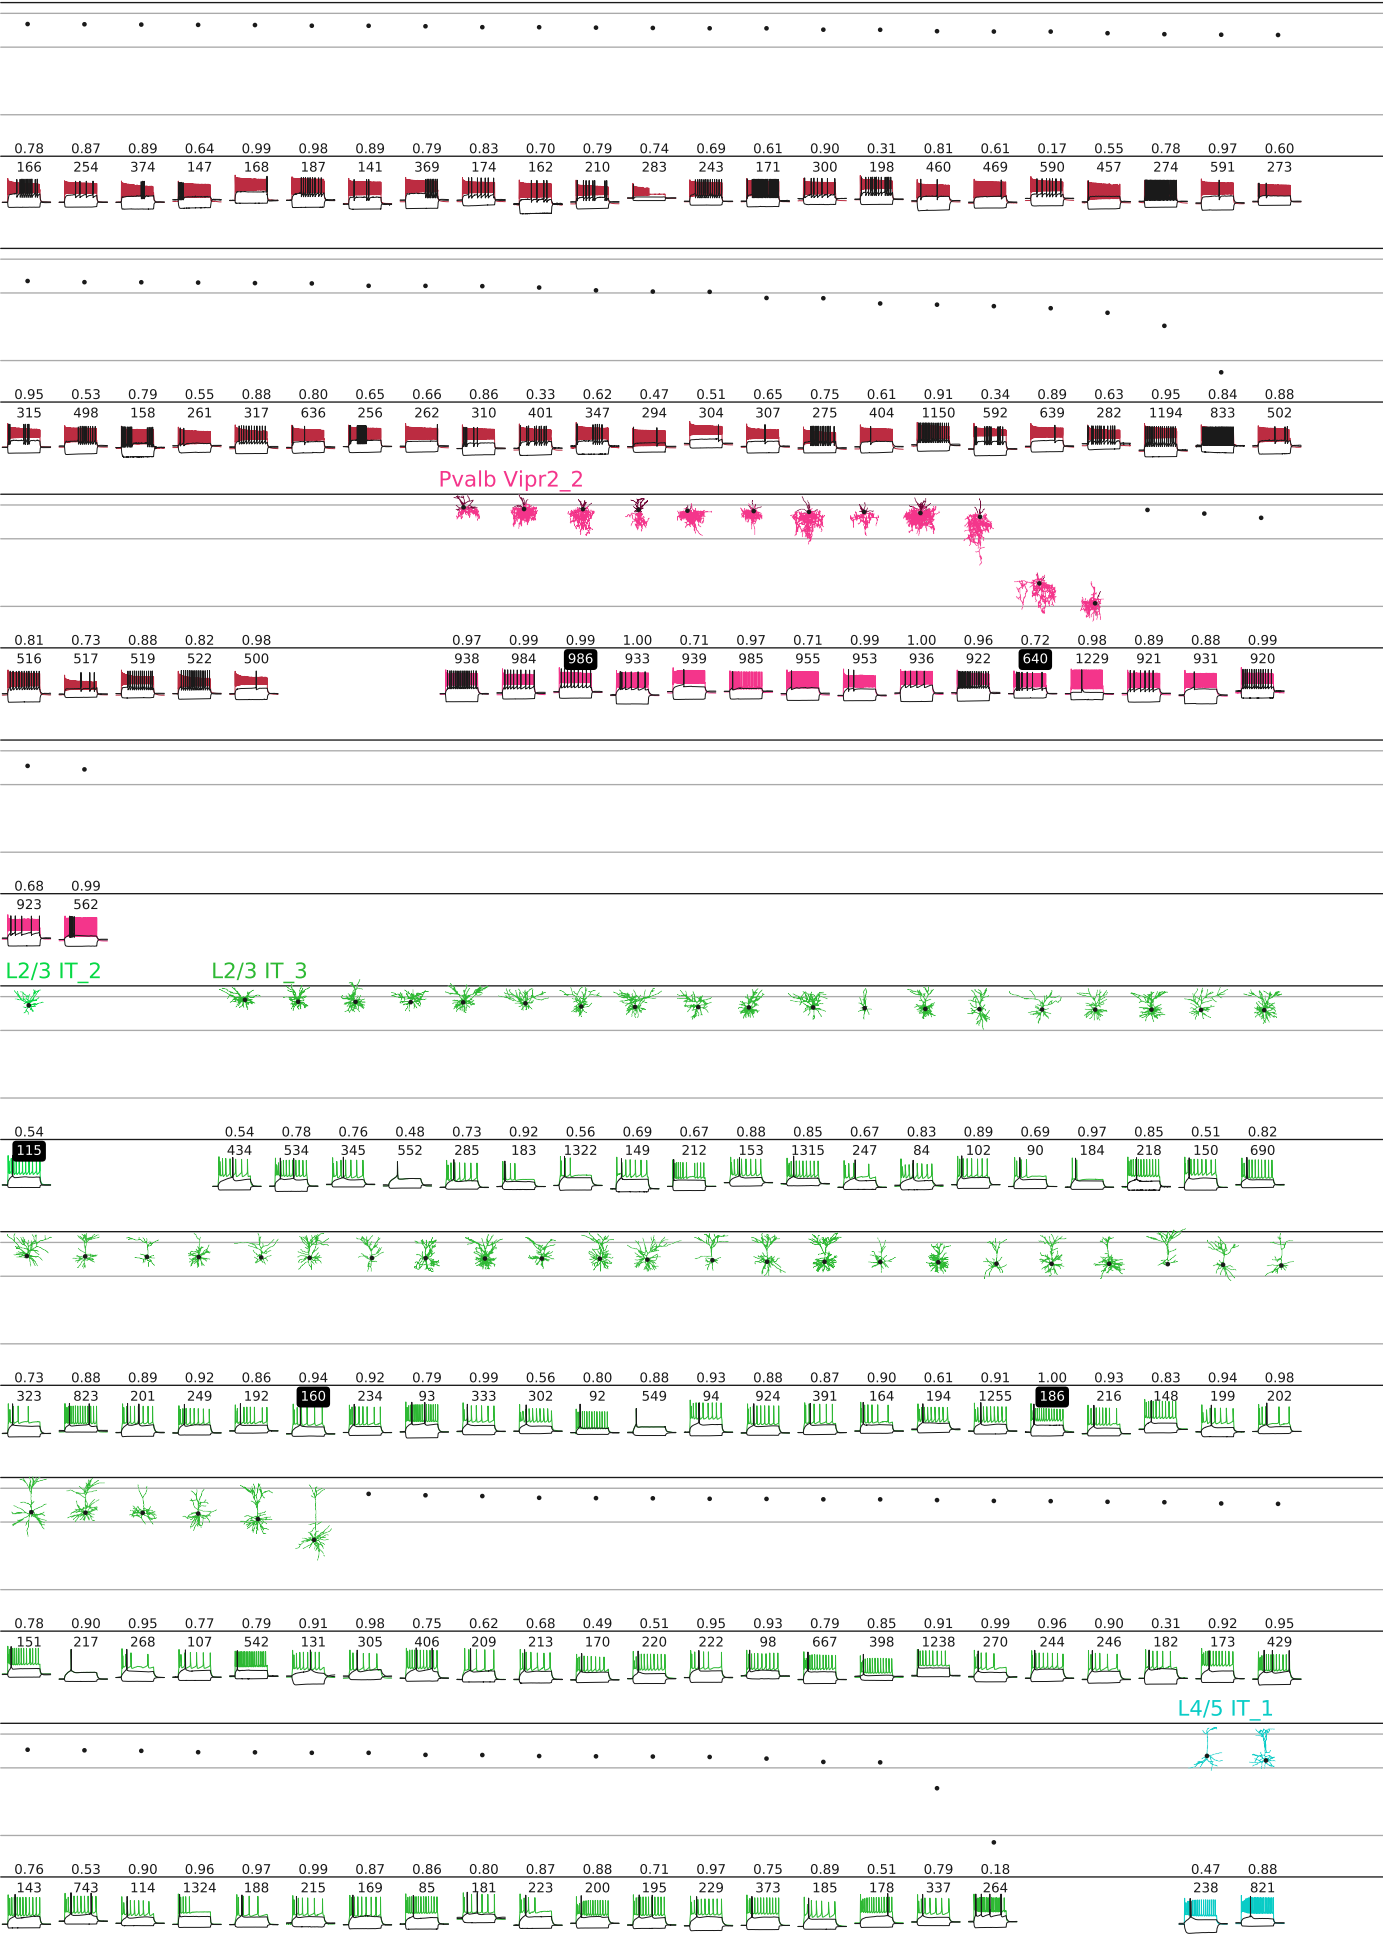

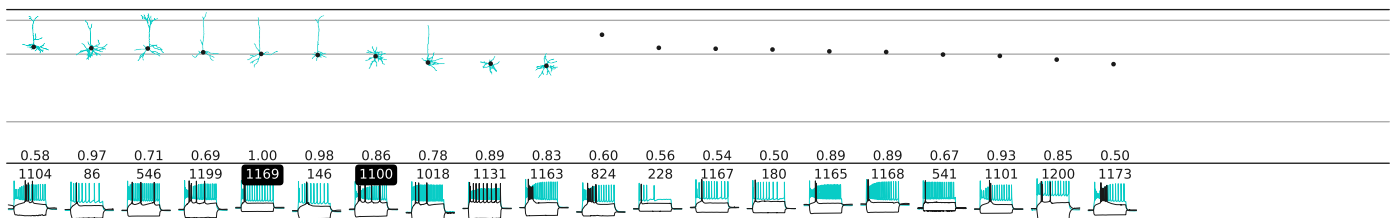

L4/5 IT\_2

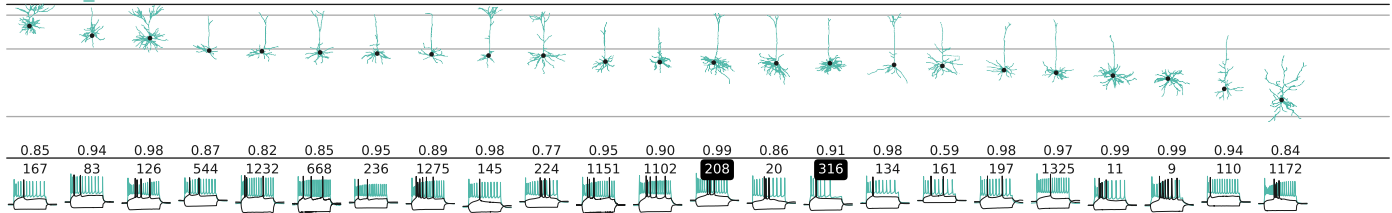

L5 IT\_1

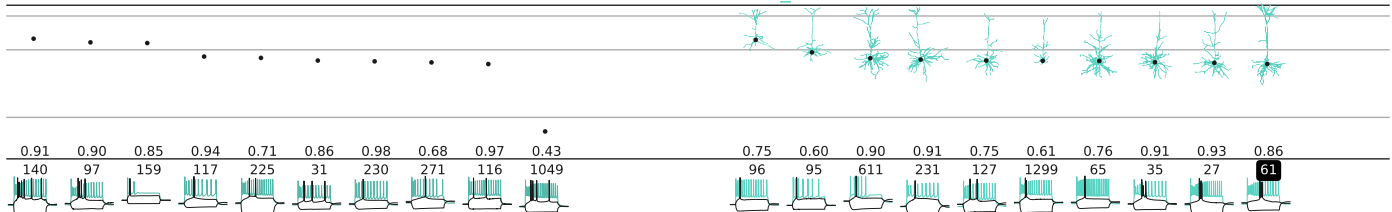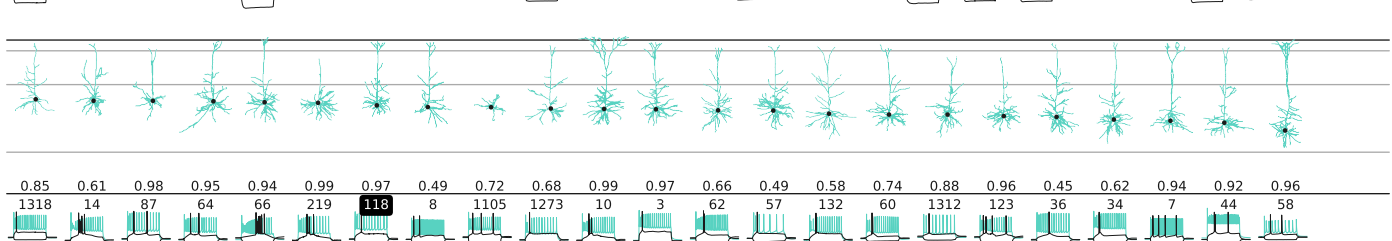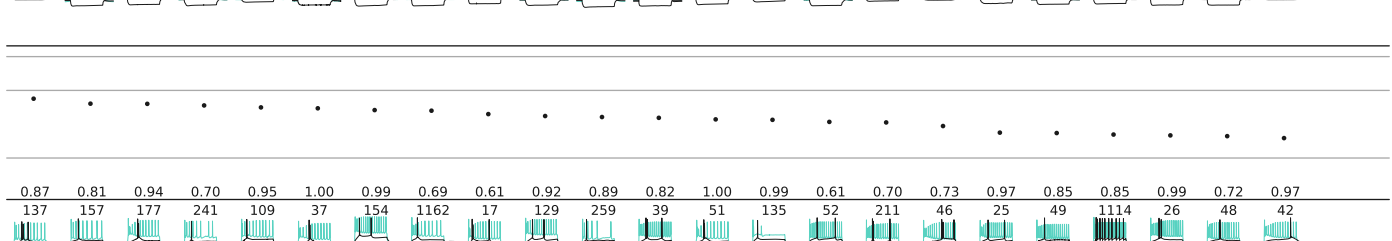

L5 IT\_2

L5 IT\_3

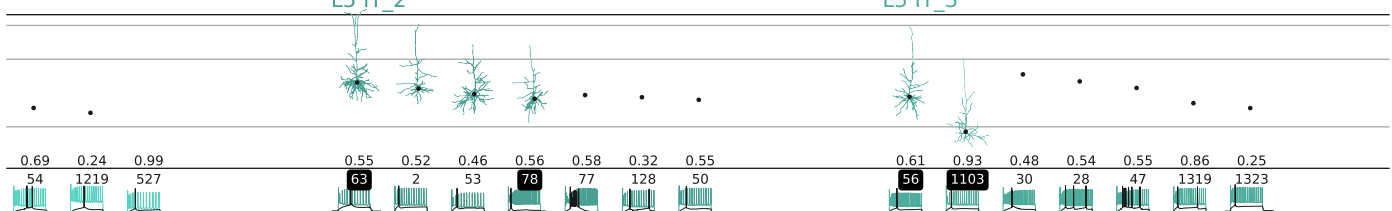

L5 IT\_4

L6 IT\_1

L6 IT\_2

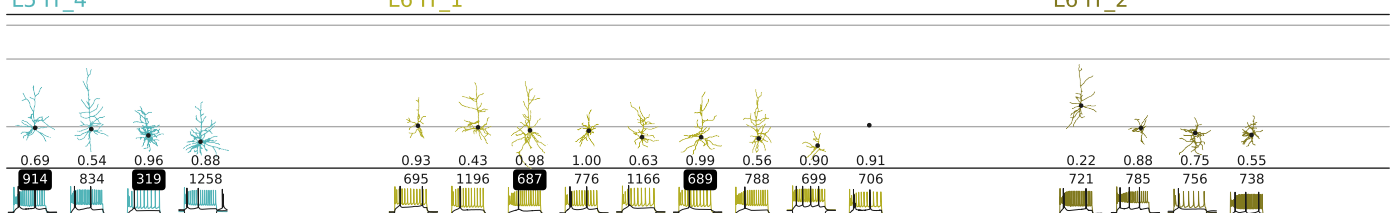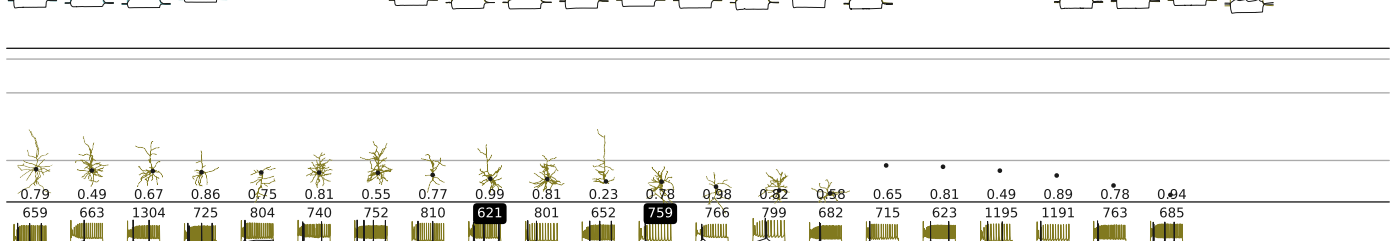

L5 ET\_1

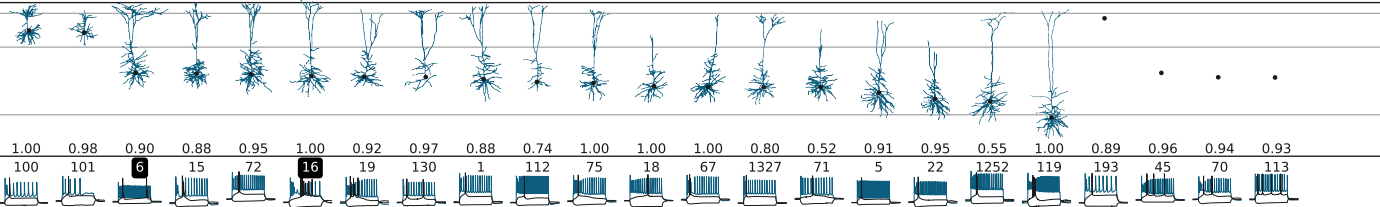

L5 ET\_2

L5 ET\_3

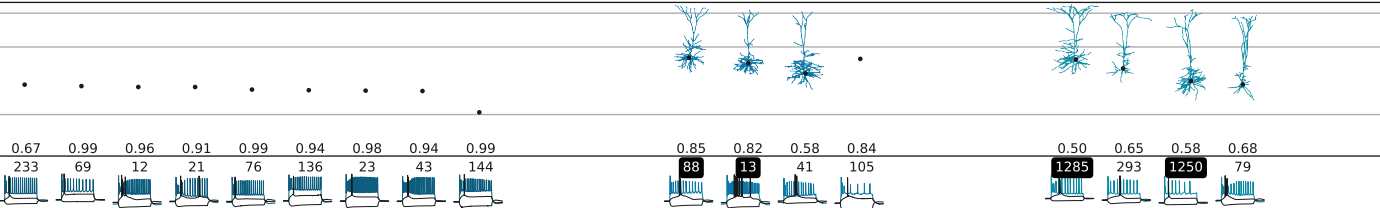

L5 ET\_4

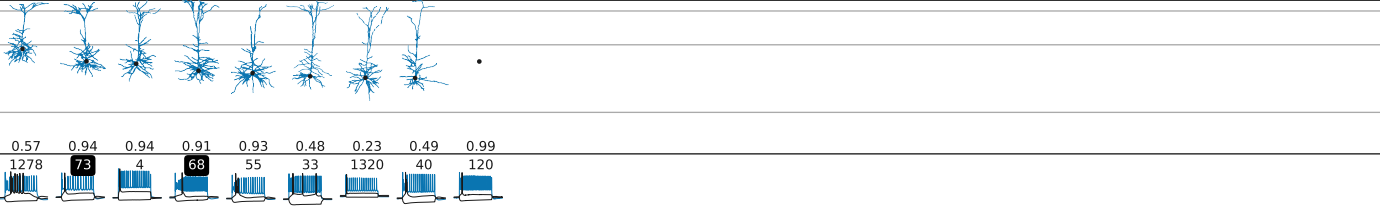

L5/6 NP\_1

L5/6 NP\_2

L5/6 NP\_3

L5/6 NP CT

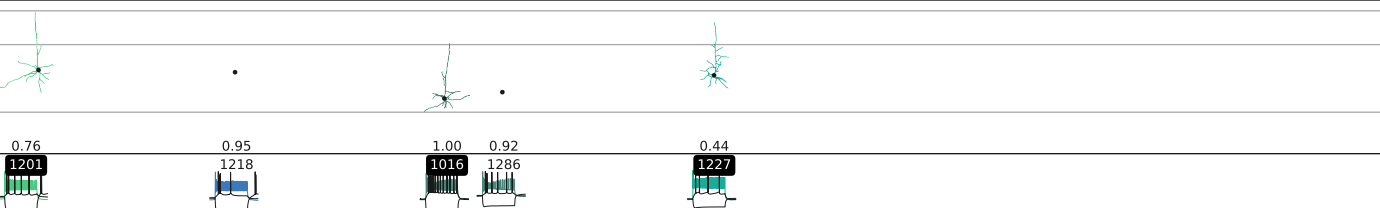

L6 CT Gpr139

L6 CT Cpa6

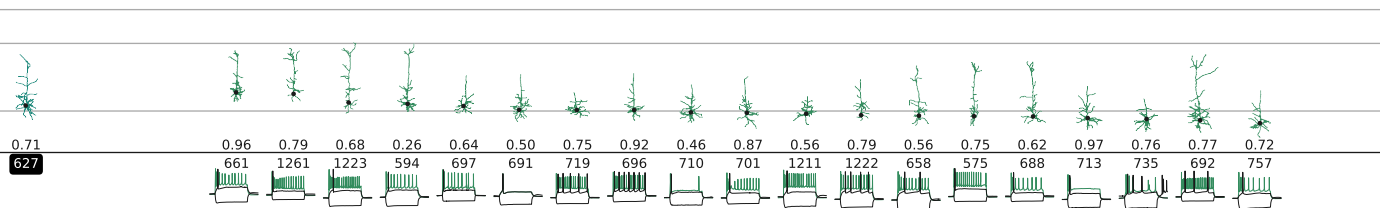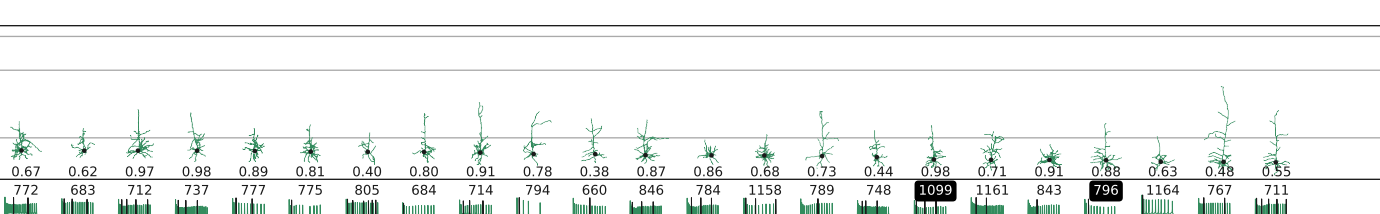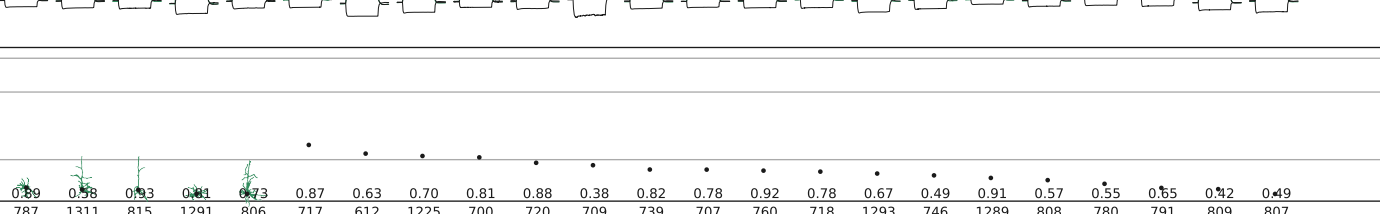

L6 CT Grp

L6 CT Pou3f2

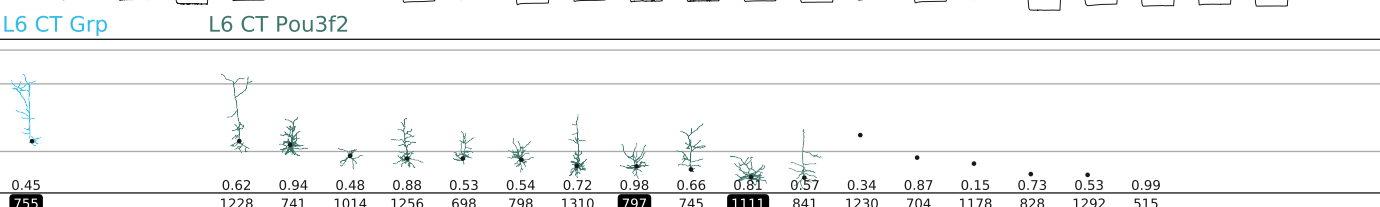

L6b Col6a1

L6b Shisa6\_1

L6b Shisa6\_2

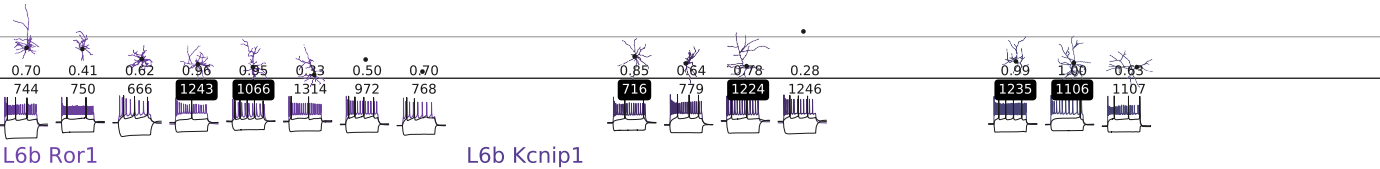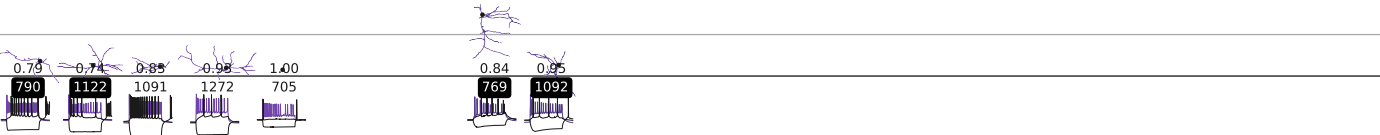

**Supplement:** Supplementary file 1 — All reconstructed morphologies and electrophysiological traces shown as in Extended Data Fig.3, sorted by transcriptomic type.

# Supplementary material for: Phenotypic variation of transcriptomic cell types in mouse motor cortex
**Source:** Nature. 2020 Nov 12;598(7879):144–50. doi: 10.1038/s41586-020-2907-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Electrophysiological recordings: HEKA patch master v2x65 and v2x90.3; morphological reconstructions: neuroleucida and neuroleucida explorer 11.04. In a subset of data the soma position was evaluated in slices during recording using Linlab2 1.0.

**Data analysis** The sequencing data were processed using the zUMIs 2.5.6b pipeline with default settings; sequencing reads were aligned to the mouse reference genome using STAR version 2.5.4b; reconstructed morphologies were converted into the SWC format using NLMorphologyConverter 0.9.0 and further analyzed using MorphoPy 0.6; we used custom Python scripts to perform the data analysis. The analysis code can be found at <https://github.com/berenslab/mini-atlas>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Electrophysiological recordings are available at <https://dandiarchive.org/dandiset/000008> in NWB for- mat.

Sequencing data are available at <http://data.nemoarchive.org/biccn/grant/zeng/tolia> in FASTQ format.

Morphological reconstructions are available at <ftp://download.brainimagelibrary.org:8811/3a/88/3a88a7687ab66069> in SWC format.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sampling strategy was determined using pre-existing knowledge of the transcriptional diversity of the mouse cortex (Tasic et al., 2018; Yao et al., 2020) and based also on the variability of morphological and electrophysiological types predicted by existing literature (Jiang et al., 2015, Gouwens et al. 2019, Scala et al., 2019).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data exclusions | Cells meeting any of the exclusion criteria described in the following were declared low quality and did not get a t-type assignment: cells with the highest correlation below 0.4 (78 cells); cells that would be assigned to non-neural t-types, presumably due to RNA contamination (14 cells); cells with the highest correlation less than 0.02 above the maximal correlation in one of the other two transcriptomic orders (5 cells). Four cells were assigned to an excitatory t-type, despite having clearly inhibitory firing, morphology, and/or soma depth location (such as L1). The most likely cause was RNA contamination from excitatory cells that are much more abundant in the mouse cortex. These four cells were excluded from all analyses and visualizations (as if they did not pass the transcriptomic quality control). In addition, one cell was likely located outside of MOp, based on the slice anatomy, and was excluded as well. For the electrophysiology, the cells were not recorded or included when seal resistance values were <1 GΩ before achieving whole-cell configuration and/or initial access resistance was >30 MΩ. Cells were excluded from morphological analysis when the staining quality did not match pre-established criteria for inclusion. Cells that showed low staining quality such as poor fill, excessive background, dendritic or axonal truncation were not reconstructed and not included in the dataset. |
| Replication     | The results of this study were not directly replicated. However, all the results were collected from multiple animals from multiple litters per wild-type and transgenic lines.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | There was no randomization performed as the study does not involve multiple study groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | There was no blinding performed as the study does not involve multiple study groups. However, for these study most of the neuronal electrophysiological proprieties and morphological reconstructions were obtained without having informations about the molecular finger print of the neuron.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |

## Randomization

If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Study description

Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.

## Research sample

Describe the research sample (e.g. a group of tagged *Passer domesticus*, all *Stenocereus thurberi* within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

## Sampling strategy

Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

## Data collection

Describe the data collection procedure, including who recorded the data and how.

## Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

## Data exclusions

If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

## Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

## Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

## Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

## Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

## Access &amp; import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

## Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <i>Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                                                                                                     |
| Validation      | <i>Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.</i> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | <i>State the source of each cell line used.</i>                                                                                                                                                                                  |
| Authentication                                                       | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i>                                                                                            |
| Mycoplasma contamination                                             | <i>Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.</i> |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male and Female mice (median age 75 days, interquartile range 64-100, full range 35-245 days) were used in this study. Specific information about every single animal can be found in <a href="https://github.com/berenslab/mini-atlas">https://github.com/berenslab/mini-atlas</a> . In particular, we used C57Bl/6 Wild type, Viat-Cre/Ai9 mice, SOM-Cre/Ai9, VIP-Cre/Ai9, PV-Cre/Ai9, NPY-Cre/Ai9, Scl17a8-Cre/Ai9, Scl17a8-iCre/Ai9, Vipr2-Cre/Ai9 and Gnb4-Cre/Ai9. Detailed information about the origin of each single Cre line reported here can be find in the main text. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | Procedures for mouse maintenance and mouse surgeries were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Baylor College of Medicine.                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration  Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol  Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection  Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes  Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, May remain private before publication. provide a link to the deposited data.

Files in database submission  Provide a list of all files available in the database submission.

Genome browser session  Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. (e.g. [UCSC](#))

### Methodology

Replicates  Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth  Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | <i>whether they were paired- or single-end.</i>                                                                                                                             |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                         |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                            |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                 |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i> |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                |                                                                                                                                                                                                                                                       |
|------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                                                                                                                                     | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                                                                                                                                       | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance                                                                                                                      | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy                                                                                                                                | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                       |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                                                                                                                                                                                                      |                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a   Involved in the study<br><input type="checkbox"/> Functional and/or effective connectivity<br><input type="checkbox"/> Graph analysis<br><input type="checkbox"/> Multivariate modeling or predictive analysis |                                                                                                                                                                                                                                  |
| Functional and/or effective connectivity                                                                                                                                                                             | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                                                                                                                                                                                       | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis                                                                                                                                                                        | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

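The study measured RNA from single neurons of mouse primary motor cortex with Patch-seq. The files describe 1320 cells recorded at 25 °C and 185 cells recorded at 34 °C. The authors made the deposited counts by aligning single-end reads of 75 bp to mm10 with STAR (version 2.5.4b) and counting exonic and intronic reads per gene with zUMIs and the Gencode M23 annotation, after demultiplexing with bcl2fastq (version 2.20). The values are whole numbers of reads without any normalization. Molecular identifiers were not used, so reads copied by PCR are counted separately. The 25 °C table of exonic counts has 1329 columns, of which 9 have no sample and were not used. The table of intronic counts at 25 °C was not used, so detected genes at 25 °C are those with an exonic read, whereas exonic or intronic reads had been planned. Rows of 85 spike-in sequences hold 4.69% of the exonic counts at 25 °C and were left out of all totals.

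Cells were grouped by the t-type in the labels, by recording day and by recording period (before 2019, 2019 and, for 34 °C, after 2019). The group called other Sst, without Sst Pvalb Calb2 and Sst Pvalb Etv1, holds 238 cells. Cells whose labels give no t-type were kept as a group of their own. The label PT was read as ET. Doublets were not searched for, since each sample is a cell aspirated through a pipette. The labels name no animal. Tests with the recording day as the unit had been planned before the data were examined. They were not run, because a day is not named as an animal by the labels, and the 239 recording days at 25 °C need not be 1 animal each. Every group was therefore treated as 1 sample, although the groups compared hold cells of more than 1 recording day. No variance between days was estimated, and no p-value, standard error or number of changed genes is given. Exonic counts were summed over the cells of a group, which gives deeply sequenced cells more weight, and divided by their total. Fold changes are log2 ratios of CPM after adding 1 CPM. Exact Poisson intervals (95%) were computed for sums, and exact binomial or Wilson intervals for shares of cells. They leave out the differences between cells, days and animals. For a gene without a read in a group, the fold change is given with a floor of 3 counts over the group. This floor covers counting only, since the reads come from few cells and are not independent.

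Genes are named by a rule written before the data were examined. It takes the genes that the paper names or labels in Fig. 2, the genes in the names of t-types at a claim, the 10 largest log2 fold changes in each direction among genes with at least 50 CPM in the higher group and a read on at least 0.5 of its recording days, and 2 to 4 genes of each list. The part of the rule that used adjusted p-values was dropped, and list members were taken by the size of their fold change. The text gives a selection of these genes, which was made after their values had been seen. Gene lists, 30 in number, were written before the data were examined. A list is described by the median log2 fold change of its measured genes and by the percentile of this median among 10000 random lists matched on expression. The percentile ignores correlation between genes and is not a test across animals. In all, 176 list medians were computed over 8 comparisons, and those reported are a selection. 1 result of the comparison between families is not reported here. Of 356 gene symbols looked up in the annotation, 352 matched 1 gene.

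Variable genes were chosen by the rule in the paper's methods, with a count of at least 32 in at least 10 cells. Distances are correlation distances of log2(CPM + 1) over the 1000 most variable genes, and over 500 genes within the IT family. Pairs of t-types within a family numbered 218. Families were assigned from the 10 nearest neighbours outside the recording day of a cell. The axis between Sst and Pvalb uses 100 genes per side, chosen by fold change. Thinning drew 200000 exonic counts per cell without replacement. This left out 112 cells at 25 °C with fewer counts. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The comparison of sums was tested on simulated data with the cells of the chandelier comparison and 4851 genes. True log2 fold changes of 2, 1, -1 and -2, with 50 genes each, came out with medians of 1.67, 0.86, -1.11 and -2.07. Of the 4651 unchanged genes, 9.70% lay beyond 1 in either direction, which shows the error of a sum over few cells of unequal depth.

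The alternatives were deep cells only (at least 500000 exonic counts), each recording period alone, the mean over days, folds within t-types, other numbers of genes and neighbours, and another pseudocount. Chosen after the data were examined were median-of-ratios scaling, the days that hold both groups, 5 cells per t-type, and the thinned and single-period versions of the IT order, and the baselines of the IT order and of the axis. Thinning of the cells without a t-type was added after the depth of the cells was known, before its value was. For the comparisons of 34 °C with 25 °C, Fos was the first summary value, and it was replaced by the median of the immediate early genes after the values of both had been seen. Both are given.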

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

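The tests with thinned cells and within t-types were set before the values they measure were seen, but that in thinned cells without a t-type after the depth of the cells was known. The summary value of the first pattern, a list median in place of Fos, was chosen afterwards.

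The first pattern is a signal in genes that the paper does not discuss. In Sst cells of 9 t-types, the immediate early genes, which neurons switch on within minutes of activity or stress, were higher in the experiment at 34 °C (98 cells, 7 days) than in that at 25 °C (74 days). All 18 genes of the list were higher, with a median log2 fold change of 1.11, above 100% of the random lists. Fos itself was at 2668 against 1254 CPM (1.09). Npas4 (2.08) and Arc (1.83) had larger changes. This list is 1 of 30, and 45 list medians were computed in the 2 comparisons of the temperatures. In L5 IT_1 cells (29 and 61 cells), 11 of the 18 genes were higher, with a median of 0.23 (0.0872 without the last recording day) at the percentile 67.8, while Fos changed by 1.12. In thinned L5 IT_1 cells, 13 were higher, with a median of 0.40. The difference of the list medians between the 2 kinds of cells was 0.88, and that of Fos was -0.035. Since the list was preferred to Fos after both were seen, and no test was run, the cell classes are not said to differ.

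A different mix of t-types was set against this pattern by taking the mean of the folds within each t-type. The median over the list was then 1.26 (bounds 0.68 to 1.91), which argues against the mix as its whole cause. Thinning all cells to 1 depth gave a median of 1.20 (0.81 to 1.55). Thinning leaves the expected share of a gene in each cell unchanged and evens out the weight of the cells. The value therefore argues against unequal weight of the cells, but cannot decide on depth itself. Both pairs of bounds are values of genes in the list and leave out the spread over cells, days and animals. The recording period or library batch cannot be told apart from the temperature, because 0 of the Sst cells at 25 °C were recorded in the period of the cells at 34 °C. By the methods, the recordings at 34 °C were also made with blockers of synaptic transmission. The cells at 34 °C were targeted to L5, with several neurons per slice and without recovery of morphology. Those at 25 °C came from all layers, and interneurons were held to let biocytin spread into their axons. A response of the neurons to temperature stays open as a biological explanation. So do the blockers, the period, the layer, the handling of slices and cells, and a change in the RNA of other cells. None of these was tested. The 8 microglia markers had a median log2 fold change of -2.12 in Sst cells at 34 °C and the astrocyte markers of -1.12. The hemoglobin genes Hba-a1 (2.48) and Hbb-bs (2.45), from blood, were higher there. When a recording day at 34 °C was left out, their lowest values were 1.27 and 1.42. In L5 IT_1 cells the microglia markers had -0.52, while the astrocyte markers (1.55) and oligodendrocyte markers (1.63) were higher. The heat-shock genes were also higher, with medians of 0.63 in Sst cells (11 of 13) and 0.68 in L5 IT_1 cells (11 of 12).

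The second pattern concerns cells that the paper left out. The summed markers of astrocytes, oligodendrocytes and their precursors, microglia and endothelial or mural cells were at 17672 CPM in the 92 cells without a t-type and at 2131 CPM in the typed cells, a log2 fold change of 3.05. The authors gave no t-type to cells that correlated poorly with all types or would have been assigned to a non-neural type, so a higher level of these markers is in part built into the group. In cells thinned to 1 depth, the log2 fold change was 2.67, and 2.67 and 2.68 within the periods. Thinning leaves the expected share of a marker in each cell unchanged and evens out the weight of the cells. Unequal weight of the cells in the sums therefore does not account for the fold among the thinned cells. Whether low depth itself goes with a higher share of these markers cannot be decided this way. The 41 shallowest cells without a t-type could not be thinned and stay untested. The paper itself puts the poor mapping of excluded cells down to too few reads or too much contaminating RNA. It presumes contamination for the cells that would have been assigned to a non-neural type, and shows data on it in an extended figure. A candidate source of this kind, not tested here, is RNA of neighbouring glial cells taken up with the pipette. No sort or gate would remove it. The most abundant genes of the lists were Mbp at 3346 against 513 CPM, Apoe at 2348 against 247.9 CPM and Ctss at 1840 against 157.7 CPM. The typed neurons also hold reads of these genes, so a level in typed cells is no measure of a clean cell. The lists did not rise alike, with 3.48 for microglia and 1.04 for endothelial and mural markers, of which only Pecam1 rose. In the same cells, mitochondrially encoded genes rose by 2.27 (2.10 in thinned cells), by 2.83 in the earlier and 1.81 in the later period. Markers of GABAergic neurons changed by -1.59, by -0.93 in the earlier and -1.92 in the later period. RNA quality therefore also stays open as untested. No biological explanation was tested.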

How the results depend on the processing

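The 175 genes named by rule gave 897 values under alternative settings, of which 884 kept their direction and 13 reversed. Deep cells alone and median-of-ratios scaling reversed none of 175 genes each. For the values below, the cause was not tested unless it is named. Median-of-ratios scaling, days with both groups and Fos in place of a list were chosen after the data were examined, and thinned cells without a t-type after the depth of the cells was known but before their value was.

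With deep cells alone, Sst in Pvalb against Sst cells was -8.04 (main value -7.98) and Sst in Sst Pvalb Calb2 against Pvalb cells 6.08 (6.01). In the earlier period, these were -11.37 and 8.71, Fezf2 in ET against L5 IT cells was 1.30 (1.71), Gad1 between inhibitory and excitatory families 7.32 (7.53), and the markers in cells without a t-type 2.79 (3.05). In the later period, they were -6.99, 5.31, 4.14, 7.70 and 3.19 in this order. Vipr2 in chandelier cells was 4.35 (4.69) and Rorb in L4/5 IT_1 2.80 (2.99). On days with both groups, Sst was -6.58 in Pvalb against Sst cells and 8.43 in Sst Pvalb Calb2 against Pvalb cells, Pvalb in Sst Pvalb Calb2 against other Sst cells 3.50 (3.83), Vipr2 5.13, Rorb 1.46, Fezf2 1.84 and the markers in cells without a t-type 3.01. With means over days, which give shallow cells equal weight, these were -9.94, 7.64, 2.48, 3.29, 3.38 and 3.23 for the 6 genes in the same order, and 9.53 for Gad1. Median-of-ratios scaling gave 2.93 for Rorb. In thinned cells the markers were 2.67.

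For 34 °C against 25 °C, the median of the immediate early genes in Sst cells was 2.84 with means over days, 1.26 within t-types and 1.03 to 1.21 when a recording day at 34 °C was left out (1.11). In L5 IT_1 cells it was 1.30 with means over days, 0.40 in thinned cells, 0.16 with median-of-ratios scaling, 0.0872 to 0.33 leaving out a day, the lowest without the last day (0.23), and 1.12 for Fos in its place. The difference between both was 1.55 with means over days (0.88) and reversed to -0.035 for Fos. Means over days raise the median of all genes by 1.51 in Sst and 1.62 in L5 IT_1 cells, for a cause that was not tested, so 2.84 and 1.30 are to be read relative to these shifts.

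Reversed genes were Calb2 in Sst Pvalb Calb2 against other Sst cells (-2.71 in the earlier period, -0.37 with means over days), Pvalb in chandelier cells (1.89 on days with both groups), Gm24105 in L4/5 IT_1 (1.29 in the later period, 1.31 on days with both groups) and Lgr5 in ET cells (-0.48 in the later period). With means over days, Plek (0.46), Ccl3 (0.54), Cd83 (0.77) and Il1a (0.27) reversed in Sst cells at 34 °C, and Rcc2 (0.61), Elp6 (0.98) and Bc1 (0.078) in L5 IT_1 cells. All 7 lie below the shift of all genes.

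The share of cells assigned to their family was 94.5% with 20 neighbours and 94.4% with 3000 genes (96.1%). The ratio of median distances between and within families was 2.54 with 500 genes (2.25). Detected genes fell to a median of 5799.5 after thinning, and those at 34 °C to 8741 in exons alone, both by construction. The position of Sst Pvalb Calb2 on the axis stayed between 31.2% and 35.7%, and the IT order between 46.2% and 80.0%.

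Not run were the tests across recording days with edgeR or DESeq2, their filters, and every alternative with intronic counts at 25 °C. The planned tests paired within recording days were not run either, since the labels name no animal and a day was not taken as one. The days that hold both groups were used only for folds and for counts of days with each direction. Depth limits the cells at or under 200000 counts, and 2 cells of Lamp5 Lhx6 limit every value of that type.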

Other observations

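ET cells (48) were compared with L5 IT cells (77), since the paper reports that these subclasses overlap in electrophysiology. They shared 18 recording days. Fezf2 had a log2 fold change of 1.71 (95% interval 1.67 to 1.75, counting error only), with 321 against 97.3 CPM. It was 1.30 in the earlier and 4.14 in the later period and 3.23 for means over days, and was higher in ET cells on 15 days. Bcl11b, on chromosome 12 from 107910403 to 108003602, changed by 4.68 and was higher on 16 days. The largest increase was that of Adamts18 (6.07) and the largest decrease that of Unc5d (-5.90). Of the 7 L5 ET markers, 6 were higher, with a median of 2.71, but of 0.60 among the 5 ET and 14 L5 IT cells of the later period.

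The RNAs Lars2 (-2.77), Rn7s1 (-2.29) and Gm15564 (-2.79) were lower in Sst cells at 34 °C. In L5 IT_1 cells, Hspa1a (3.05) and Hspa1b (3.08) were higher. These 2 genes are near-identical copies, so their reads cannot be assigned to one of them with certainty. The paper does not report these values.

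In Sst Pvalb Calb2 against other Sst cells, the markers of oligodendrocyte precursors had a median log2 fold change of 3.13 in summed counts and of -0.02 in thinned cells. The value in sums therefore did not hold at equal depth per cell. Thinning also left out 3 and 31 shallow cells of these groups. How many cells carry the reads was not tested.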
